# Identifying the Translatome of Mouse NEBD-Stage Oocytes via SSP-Profiling; A Novel Polysome Fractionation Method

**DOI:** 10.3390/ijms21041254

**Published:** 2020-02-13

**Authors:** Tomas Masek, Edgar del Llano, Lenka Gahurova, Michal Kubelka, Andrej Susor, Kristina Roucova, Chih-Jen Lin, Alexander W. Bruce, Martin Pospisek

**Keywords:** polysome profiling, polysome fractionation, translatome, mouse oocyte, mouse zygote, mouse early embryo, SW55Ti rotor, RNA-seq

## Abstract

Meiotic maturation of oocyte relies on pre-synthesised maternal mRNA, the translation of which is highly coordinated in space and time. Here, we provide a detailed polysome profiling protocol that demonstrates a combination of the sucrose gradient ultracentrifugation in small SW55Ti tubes with the qRT-PCR-based quantification of 18S and 28S rRNAs in fractionated polysome profile. This newly optimised method, named Scarce Sample Polysome Profiling (SSP-profiling), is suitable for both scarce and conventional sample sizes and is compatible with downstream RNA-seq to identify polysome associated transcripts. Utilising SSP-profiling we have assayed the translatome of mouse oocytes at the onset of nuclear envelope breakdown (NEBD)—a developmental point, the study of which is important for furthering our understanding of the molecular mechanisms leading to oocyte aneuploidy. Our analyses identified 1847 transcripts with moderate to strong polysome occupancy, including abundantly represented mRNAs encoding mitochondrial and ribosomal proteins, proteasomal components, glycolytic and amino acids synthetic enzymes, proteins involved in cytoskeleton organization plus RNA-binding and translation initiation factors. In addition to transcripts encoding known players of meiotic progression, we also identified several mRNAs encoding proteins of unknown function. Polysome profiles generated using SSP-profiling were more than comparable to those developed using existing conventional approaches, being demonstrably superior in their resolution, reproducibility, versatility, speed of derivation and downstream protocol applicability.

## 1. Introduction

Protein synthesis is not solely dependent on the steady state level of transcript abundance caused by the trade-off between mRNA transcription and degradation but also upon the dedicated regulation of specific mRNA translation. Indeed, it has already been demonstrated that this level of gene expression is exhaustively regulated and is centrally important in many physiological situations, including stress and during development [1,2,3,4]. 

For almost 50 years, polysome profiling has provided a gold-standard method to precisely assay functional genome readout at a given time point [5]. Indeed, it has for many years been widely applied to assess translational fitness under various physiological conditions relating to cellular stress [6,7,8,9], as well as being applied to study ribosome biogenesis and the functional roles of proteins involved in translation, regulation of mRNA stability and miRNA-mediated silencing [10,11,12,13]. Although, originally established in yeast, polysome profiling has been successfully introduced in mammalian cell, plant, bacteria and translation competent cell-free model systems [14,15,16,17]. In contrast to ribosome profiling, which determines the position of ribosomes within mRNA coding sequence, polysome profiling enables the analysis of entire mRNA transcripts. Consequently, this permits the study of individual transcript isoforms with particular resonance for the identification of conserved *cis*-acting sequences and structural motifs that can participate in transcript-specific translational regulation [18,19,20,21]. Furthermore, polysome profiling is readily combinable with several downstream applications, including microarrays and next generation sequencing (NGS) techniques, to identify polysome-bound mRNAs [16,20,21]. Alternatively, Western blot, proteomic and affinity capture methods can be applied to research proteins specifically associated with ribosomes/polysomes and to study the function of translation initiation factors [22,23,24]. Importantly, the identification of mRNAs engaged in active translation has the inherent potential to aid our understanding of the long-standing observations relating to intra-cellular discrepancies in transcriptome and proteome composition [25,26]. 

The wide-spread utilisation of polysome profiling has nevertheless been historically hindered by its intrinsic complexity, time-consuming nature, limited capacity for high throughput adaptation and its requirement for relatively large initial sample sizes [27]. The most commonly applied protocols utilise sucrose gradients, of varying concentrations, with volumes of ~12 mL, most frequently in the Beckman SW41Ti rotor [7,9,13,28], and the technique has been successfully scaled up using SW28Ti rotor tubes (with 38 mL gradients) to accommodate up to 45 OD_260 nm_ units of cell extract [10,29]. However, efforts to reduce sample size and sucrose gradient volume, more applicable to biological specimens of initial scarcity, have provided limited success [30,31,32]. 

An appropriate progression through meiotic maturation in female germ cells (oocytes) is essential for successful fertilisation and the birth of healthy offspring. Mammalian oocytes undergo two successive cell divisions without an intermediate replicative phase during their maturation. At the onset of meiosis I, the nuclear lamina is phosphorylated and disassembled, leading to nuclear envelope breakdown (NEBD). Concomitantly, the chromosomes condense, and progressive reorganisation of microtubules into a bipolar spindle occurs [33], culminating in the first asymmetric cell division (generating the first polar body), the separation of homologous chromosome bivalents at the end of meiosis I and the generation of a fertilisable egg. However, developing oocytes only actively transcribe their genome during their growth phase, within the ovarian follicles, and store such mRNAs in ribonucleoprotein particles for subsequent translation after the resumption of meiosis and into early embryonic development [4]. Thus, following prolonged arrest in the prophase of meiosis I, there is a unique absence of de novo transcription that means oocytes uniquely and solely rely on the spatial and temporal regulation of mRNA stability and translation for their maturation, thus, making oogenesis a very attractive model system to study RNA related biology. The meiotic maturation of oocytes, within this context, requires a tightly coordinated array of cellular and metabolic processes that includes the inhibition of cell death, remodelling of chromatin and preparation for the metabolic demands connected with the first mitotic division and subsequent fertilisation [34,35]. Accordingly, such processes are largely mediated by the pre-synthesised maternal mRNA stored in translationally-inactive ribonucleoprotein particles [36]. The ribosomal recruitment of specific and required mRNAs during oocyte maturation is controlled by a complex regulatory network involving a central role for the cytoplasmic polyadenylation of targeted transcripts at their 3′-end [37,38,39,40], leading to the creation of translational hotspots (under the influence of the mTOR-eIF4E signalling axis) essential for meiotic maturation [41].

During the past two decades, there has been a shift from the study of individual post-transcriptional mRNAs populations towards high throughput and multiplexed analyses of global mRNA abundance [42]. There are numerous comprehensive studies, from various species including human, reporting temporal patterns of transcriptome composition at various stages of the oocyte development, in zygotes and during early embryogenesis [43,44,45,46]. These experiments have provided valuable insight but have not been able to distinguish stored and translationally active mRNA populations. Therefore, various microarray-based approaches (themselves limited to, and thus biased by, the composite probe features on the array) have been developed to assay polysome-bound mRNAs from limiting numbers of oocytes [30,31,47]. These have latterly been supplemented by RNA-seq based approaches restricted to organisms, where only large number of eggs are accessible, such as the sea urchin and the zebrafish [48,49]. Thus, there exists a requirement for the development and refinement of novel techniques that can both comprehensively assay polysome associated mRNAs and be applied to limiting/scarce amounts of starting material, such as mammalian oocytes [27]. 

Here we provide a detailed protocol, that we have specifically optimised for polysome profiling of a low number of mammalian oocytes (but is adaptable to other experimental paradigms necessitating the use of scarce starting material) and which is compatible with RNA-seq analysis of polysome-bound mRNAs (we have named it ”Scarce Sample Polysome Profiling”, SSP-profiling). Our approach is founded on the utilisation of reduced-volume ultra-centrifugation tubes for sucrose gradient preparation, using the Beckman SW55Ti rotor, and the omission of heterologous cell lysate during the velocity sedimentation procedure. Additionally, we demonstrate the reconstruction of oocyte polysomal profiles by qRT-PCR, as a reliable approach for the visualization of the actual state of translation. As a proof of concept to demonstrate the suitability of SSP-profiling for downstream RNA-seq analysis, we have determined the translatome of mouse oocytes at NEBD. 

## 2. Results

### 2.1. Optimisation of Polysome Profiling in SW55Ti Tubes

Our aim was to conduct a RNA-seq analysis of polysome-bound mRNAs from NEBD-stage oocytes. Therefore, given the comparative scarcity of our oocyte sample and to counter the potential loss of valuable polysomal RNA, we sought to minimise the polysome profiling protocol volumes involved. Conventional polysome profiling protocols typically employ sucrose gradients established in tubes with a size of 14 × 89 mm and a volume of 12.1 mL, compatible with Beckman SW41Ti ultra-centrifugation rotor. However, we optimised ultra-centrifugation conditions to produce high-quality polysome profiles in tubes with a size of 13 × 51 mm and the volume of 5.5 mL (compatible with Beckman SW55Ti rotor), that resulted in a 2.2-fold decrease in gradient volume. During our initial optimisation experiments, carried out using 8 OD_260 nm_ units of HEK-293 cell line lysate as a common type of conventional sample, and employing centrifugal conditions of 47,500 RPM (274,180× *g*) for 75 min, we discovered that high-molecular weight polysomes were lost from the profile (Figure S1). Following further optimisations, that are also included in Figure S1, we established the most suitable centrifugation conditions producing complete polysome profiles, as being 45,000 RPM (246,078× *g*) for 65 min. 

We next sought to test whether the profiles obtained using the reduced volume protocol in the SW55Ti centrifugation tubes were comparable, in terms of peak resolution and amplitude, to those obtained using the conventional SW41Ti method. Moreover, we also wanted to determine whether the SW55Ti-derived profiles exhibited an equal dependency on sedimentation velocity coefficient (S). Accordingly, we employed cell lysates of the yeast strain W303 *ceg1^ts^*, that carries a thermosensitive allele of the guanylyltransferase gene [50]. When grown at the restrictive temperature (37 °C), the W303 *ceg1^ts^* strain is unable add 5′-methyl-guanosine caps to newly synthesised mRNAs leading to an accumulation of uncapped transcripts that inhibits translation initiation and triggers mRNA degradation. This is reflected in a diminution in polysomal peaks in any derived polysome profile. We therefore performed ultra-centrifugation for each lysate variant - HEK-293 cells and the W303 *ceg1^ts^* yeast strain cultivated at either permissive (24 °C) or restrictive (37 °C) temperatures, using both the newly developed SW55Ti-derived (8 OD_260 nm_ units of lysates) and the original SW41Ti-dependent (20 OD_260 nm_ units of lysates) protocols. 

Figure 1 shows the position, number and amplitude of the corresponding peaks agreed well between each pairwise comparison of equivalent lysate. Please note that yeast and human large ribosomal subunits (LSU) have different sedimentation velocity coefficients (25S and 28S, respectively) leading to a comparative shift of the human LSU peak position versus that derived from the yeast LSU and a consequent shift in the comparative positions of the monosomal and polysomal peaks in the polysome profile. Importantly, this shift was clearly visible and highly similar between the profiles obtained using either the SW41Ti- or SW55Ti-based protocols, demonstrating the comparability of the sucrose concentration gradients prepared in both ultra-centrifugation tube variants. The diminution of polysomes in the W303 *ceg1^ts^* lysate obtained from yeast cultured at the restrictive temperature was also similar in both derived polysome profiles, providing extra confidence in the reliability of the newly developed SW55Ti protocol.

We next isolated RNA from the collected fractions (of equal volume) corresponding to the three lysate variants profiled using either protocol. As can be observed, after agarose gel electrophoresis, the presence and relative abundance of either 18S, 28S (25S in yeast lysates) or both rRNA species corresponded well with the position and the amplitude of the corresponding peak in any one particular polysome profile. Moreover, such visualised and fractionated rRNA gel profiles were highly similar for equivalent lysates polysome profiled using the newly developed and low volume (SW55Ti) or the original (SW41Ti) assays (Figure 1 and Figure S2). Therefore, we conclude that polysome profiles obtained in the SW55Ti centrifugation tubes are equivalent to those profiles obtained by the commonly utilised SW41Ti tube-based protocol, thus validating our newly developed low volume polysome profiling assay.

### 2.2. Scarce Sample Polysome Profiling (SSP-Profiling) in SW55Ti-Based Format

To test our Scarce Sample Polysome profiling (SSP-profiling) protocol against scarce biological samples, we disrupted 200 NEBD-stage oocytes in 350 μL of lysis buffer and loaded the obtained lysate onto a 10%–50% sucrose gradient prepared in SW55Ti tubes. Ultra-centrifugation was performed for 65 min at 45,000 RPM at 4 °C. However, Figure 2b details that we did not record any peaks in the derived polysome profile. In parallel, we processed 200 NEBD-stage oocyte lysates that had been treated with 0.5 M EDTA, to induce polysome disassembly into free ribosomal subunits, and although the overall absorbance was higher (due EDTA specific absorbance at 280 nm), we were still unable to detect any polysome profile peaks (Figure 2b). Furthermore, as a centrifugation quality control, we co-processed HEK-293 cell lysates (8 OD_260 nm_ units) as described in Figure 2a. Accordingly, we did obtain a good quality polysome profile that could be disassembled if the lysates were treated with EDTA, as evidenced by the disappearance of polysomal specific peaks and the shift towards individual ribosomal subunits (at positions within the gradient typical for 40S, 60S and 80S peaks). Collectively, these results suggest that it is not possible to record absorbance to generate polysome profiles from a limited number of cells, such as 200 mouse oocytes, even in smaller SW55Ti centrifugation tube sucrose gradients. 

However, the inclusion of the centrifugation control HEK-293 samples is not in itself a fully conclusive quality check. Therefore, to test the veracity of the polysomal fractionation directly, we compared levels of 18S and 28S rRNAs in 10 equal fractions from each HEK-293 or NEDB oocyte obtained profile (±EDTA) by qRT-PCR (Figure 2a,b). Thus, quantification of the 18S and 28S rRNA levels served as an indicator of the positions of the 40S small ribosomal subunit (high 18S rRNA, low 28S rRNA), the 60S large subunit (low 18S rRNA, high 28S rRNA) and the 80S monosome (high both), plus polysomes (characterised by alternating high and low levels of both rRNAs reflecting the increasing number of ribosomes in the polysomal fractions) in the obtained polysome profiles. Importantly, we also generated standard curves (derived after cloning the mouse 18S and the 28S rRNA qRT-PCR amplicons into pCR^TM^4-Topo^TM^ plasmids, note that qPCR primers can detect also human rRNA) to permit absolute copy number calculations in each analysed fraction. A comparison of the obtained HEK-293 polysome profile with the result of the rRNA qRT-PCR fraction screening, indicated a good level of concurrence in the polysome profile readout (Figure 2a), typified by detection of the 40S and the 60S subunits within the third and fourth fractions, respectively. In the case of EDTA-treated HEK-293 cells, we observed maximal abundance of 18S and 28S rRNAs in fractions 2 and 3, respectively, indicating a shift in position of the 40S and 60S peaks by one fraction back in the polysome profile. Crucially, similar qRT-PCR analyses enabled the visualization of the otherwise undetectable absorbance peaks of oocyte polysome profiles (Figure 2b). The maximal rRNA abundances characteristic of the 40S and 60S subunits, were again resident in the fractions 2 and 3, respectively, but this was irrespective of whether NEBD-stage oocyte lysates had been treated with EDTA indicating very low concentration of ribosomal complexes in the oocyte lysate.

qRT-PCR-based absolute quantification allowed the calculation of 18S rRNA copy number in the used lysates. We loaded 190 μL of the HEK-293 lysate with RNA concentration of 1.435 μg/μL. Loaded lysate volume corresponded to 2.8 × 10^7^ cells approximately. The sum of 18S rRNA copies in all 10 fractions was 6.74 × 10^11^ (Figure 2a). In the case of NEBD-stage oocytes, a lysate of 200 cells was loaded in a volume of 300 μL. The 18S rRNA copy number was 3.7 × 10^7^ (Figure 2b). Thus, the copy number of 18S rRNA was 1.82 × 10^4^ higher in HEK-293 sample compared to NEBD-stage oocytes.

We noticed a considerable amount of detected rRNA in the first fraction of the NEBD-stage oocyte polysome profile that contrasted with a significantly lower amount in fraction 1 of the HEK-293 cell line. We therefore decided to test to what extent the NEBD-stage oocyte sample might be contaminated with DNA. We repeated the polysomal fractionation of NEBD-stage oocytes and performed reverse transcription, on RNA isolated from individual fractions reactions, with or without added reverse transcriptase enzyme in parallel, followed by qPCR (Figure S3d,e). Accordingly, we calculated only a minimal copy number of contaminating DNA in the oocyte derived profile, that could not account for amount of 18S/28S rRNAs detected in fraction 1 (detected DNA was more than ten thousand times less abundant than RNA, as calculated for the sum of all 10 fractions). We performed an additional parallel experiment using HEK-293 lysate, with an initial RNA concentration of 1.470 μg/μL that we diluted ten thousand times before performing polysome fractionation. Again, we only detected trace amounts of DNA throughout the whole HEK-293 polysome profile (Figure S3b,c). As we utilised qPCR primer pairs producing only short amplicons, we thus concluded that NEBD-stage oocytes contained a detectable level of rRNA degradation products, which then accumulated at the top of the gradient (fraction 1). Additionally, we discovered that ten thousand times diluted HEK-293 lysate produced polysome profiles with a similar quality to the HEK-293 profiles obtained after application of concentrated lysate on sucrose gradients, as determined by qRT-PCR. Additionally, Figure S3a includes the cell numbers and the yields of RNA isolated from the diluted HEK-293 and NEBD-stage oocyte lysates, to assist other researchers with optimisation of the starting number of cells for their own adopted SSP-profiling, when different cell types will be applied.

Additionally, we measured extra and independent biological replicates in order to evaluate the effect of EDTA treatment on the disassembly of polysomes in NEBD-stage oocyte and control HEK-293 cell samples (Figure 2c). Thus, by assaying the abundance of 18S and 28S rRNAs within the obtained fractions we were able to calculate the polysome/non-polysomal ratio (P/NP, i.e., polysomal part; fractions 6–10 versus non-polysomal part; fractions 2–5) of the associated detected rRNAs. The P/NP ratio serves as approximate correlate of the translational activity of the sampled cells. In the rapidly dividing HEK-293 cell line, the calculated P/NP ratios of 18S rRNA and 28S rRNA were equal to 1.29 and 1.87, respectively, indicative of highly active translation, but upon addition of EDTA, the ratio reduced, as anticipated, to 0.2 for 18S rRNA and 0.35 for 28S rRNA. For NEBD-stage oocytes, we calculated the P/NP ratio as 0.85/0.87 (18S rRNA/28S rRNA), indicative of less active translation compared to the HEK-293 cell line, and this reduced in the EDTA-treated control sample to a value of 0.33 and 0.45 (18S rRNA/28S rRNA).

Lastly, we prepared four independent NEBD mouse oocyte derived biological replicates of SW55Ti tube-based polysomal profiles for RNA-seq and analysed them for 18S and 28S rRNA abundance by qRT-PCR (Figure 3b). The 18S and 28S rRNA contents of each individual fraction were plotted as an average and recalculated as a percentage of the given total rRNA abundance in the entire gradient. For comparison, Figure 3a demonstrates a typical qRT-PCR-based polysome profile readout of HEK-293 samples. Figure 3c,d illustrate the results obtained using the same approach applied to 200 mouse zygotes and two hundred two-cell stage embryos, respectively.

The polysome profiles of the NEBD-stage oocytes, zygotes, and two-cell stage embryos were broadly similar, with the 40S and the 60S peak maxima in fractions F2–F3 and F3–F4, respectively, and similar quantities of polysomes as evident from the qRT-PCR-visualised polysome profiles. In HEK-293 cells, the 40S and the 60S peak maxima were shifted to fractions F3–F4 and F4–F5 (as in Figure 2a), probably due to incomparably higher concentration of lysates that were loaded on the gradients. When we calculated P/NP ratios of zygotes and two-cell stage embryos samples and compared them to the P/NP ratio of NEBD-stage oocytes (Figure 2c), we observed a mild continuum in the decrease of detected polysomes from the NEBD, through zygote, to two-cell embryo stages (NEBD P/NP (18S rRNA/28S rRNA) = 0.85/0.87; zygote P/NP (18S rRNA/28S rRNA) = 0.46/0.61; two-cell stage embryo P/NP (18S rRNA/28S rRNA) = 0.39/0.52). However, the observed decrease of P/NP ratios cannot itself serve as a reliable indicator of an overall decrease in total protein synthesis throughout the development. In summary, the important overall conclusion of these experiments, including the three developmental mouse oocyte/embryo stages, was to confirm the applicability of the low volume SW55Ti tube-derived protocol to reliably visualise polysome profiles (using a qRT-PCR based readout) from samples of significant biological scarcity.

### 2.3. RNA-Seq Analysis to Reveal the Translatome of NEBD-Stage Oocytes

The fractionated polysome profiles obtained from NEBD-stage mouse oocytes, represented in Figure 3b, were employed in a RNA-seq analysis of polysome-bound (P) and non-polysome-bound (NP) mRNAs. In this particular RNA-seq experiment, we did not employ normalisation to total RNA since there is no transcription at the NEBD stage [4,51] and also maternal mRNA clearance occurs later in the development [52]. 

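The RNA-seq data comprised 4 NP and 4 P libraries, numbered as replicates 1 to 4 of each dataset. Each profile was obtained from 200 oocytes of CD1 mice, and of the 10 gradient fractions, fractions 2 to 5 gave the NP libraries and fractions 6 to 10 the P libraries. The RNA was depleted of ribosomal RNA, reverse transcribed with both oligo(dT) and random primers and amplified before the libraries were made, so the values describe amplified cDNA from small inputs. The authors trimmed the reads, mapped them to the mouse GRCm38 assembly with Hisat2 and quantified each gene as FPKM in Seqmonk. Their table lists 25574 genes with 1 FPKM value per library, on a linear scale and without a further normalization between libraries.

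Within a library, FPKM values of a gene are whole multiples of a step that depends on the gene's length and on the number to which the library was scaled, and this number was recovered from the values themselves. It was 3192245, 1299377, 7278851 and 7594637 for NP replicates 1 to 4 (median 5235548), and 4699328, 3205965, 4445340 and 2677946 for P replicates 1 to 4 (median 3825652.5). Of the 13769 genes with recovered steps, 7615 had whole steps with the annotated exon length, and 6154 only with a length searched between 100 and 30000 bp so that the values became whole. Together these genes held 96.4% of the values above 0, within a tolerance of 0.01 of a step plus 2e-06 of the number of steps, a share that the search partly fixes. The steps summed to between 1.34 and 1.78 times the recovered number, so whether a step is a read or a fragment is not given in the sources used here. A single step on a gene of 1 kb corresponds to an FPKM between 0.132 and 0.770 in the NP libraries and between 0.213 and 0.373 in the P libraries, so that an FPKM of 0.1 lies below a single step for such a gene in each library.

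The FPKM values were used as deposited. Differences between the datasets were tested with limma on log2(FPKM + 1), over the 14292 genes with a mean FPKM above 0.1 in at least 1 dataset, and fold changes are given as P over NP. The median log2 fold change of these genes was −0.39. It became −0.02 after quantile normalization and 0.38 after centring each library on its median, so the scaling between NP and P libraries is a choice that moves every fold change, and gene families are reported relative to the other genes. The pseudocount, the filter on low FPKM values and single libraries are the other choices that could change the values. Both datasets derive from 4 libraries, for which the smallest 2-sided p of an exact permutation test is 0.029.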

The NP region of the polysome profile, besides ribosomal complexes, contains maternally-stored mRNPs. Thus, comparison of the polysomal and the non-polysomal regions that indeed both contain intact mRNAs protected by proteins (and therefore display higher sedimentation coefficients) provides information about the degree of translation activation/repression of individual mRNA transcripts in oocytes. We excluded fraction 1 of the polysome profile because it contains 1% Triton-X100 that has the potential to influence RNA recovery (thus, being technically distinguished from fraction 2–5). Indeed, RNA degradation products have been reported to accumulate at the top of gradients [53,54]. Consistently, we also detected 18S- and 28S rRNA derived amplicons in the equivalent fraction of NEBD-oocyte polysome profiles (Figure 2b and Figure 3b). Such fractions are also known to be highly enriched with RNPs consisting of short non-coding RNAs with lengths approximating 200 bp ([53]; e.g., tRNAs, as can be seen in the gels in Figure 1, fractions 1–2). For these stated reasons and because the RNA-seq library generation protocol we employed did not recover protein-coding RNAs shorter than 200 bp, the inclusion of fraction 1, provided no technical advantage and it was excluded. However, we acknowledge we cannot completely exclude the possibility that fraction 1 may have contained a small fraction of stored RNPs, that we did not characterise in this study.

Accordingly, we pooled the RNA fractions representing the NP- (fractions 2–5) and P-populations (fractions 6–10) and subjected them to RNA-seq according to protocols described in the “Methods” section. 

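Over the 11374 genes with a mean FPKM above 1 in at least 1 dataset, PC1 of the centred log2 values held 24.5% of the variance and PC2 held 20.9%. The NP libraries had a mean PC1 score of −49.5 ± 24.3 (SD, n = 4) and the P libraries a mean of 49.5 ± 66.2 (SD, n = 4). The datasets overlapped on PC1, where P replicate 1 scored −17.9 and NP replicate 4 scored −16.8 (exact permutation test over the 70 assignments, 2-sided, p = 0.0571). The share of PC1 was highest, 29.7%, without P replicate 3. A pseudocount of 0.1 raised it to 26.7% and separated all P from all NP libraries (exact permutation test, p = 0.029). Scaling each gene to unit variance also separated them, as did leaving out P replicate 1 or NP replicate 4. On PC2 the P libraries ranged from −84.2 to 131 and the NP libraries from −39.6 to 19.7.

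The variability within a dataset was measured as the distance of each library to the centroid of its dataset over the same genes. This distance was 132 ± 11.7 (SD, n = 4) in P and 101 ± 13.5 (SD, n = 4) in NP. Each P library lay farther from its centroid than each NP library (exact permutation test of the distances, 2-sided, p = 0.029). The separation was narrow, with 120.544 for P replicate 2 against 120.478 for NP replicate 4. Distances to a shared centroid are also not independent of each other. Leaving out a P library lowered the difference of 31.2 to between 17.0, without P replicate 4, and 29.4, without P replicate 2, with an exact permutation p between 0.0571 and 0.114, but the distance to a centroid shrinks with fewer libraries, which lowers the P side of this comparison. Between pairs of libraries, whose distances do not shrink in this way, the mean was 216 in P and 165 in NP, a ratio of 1.31 (exact permutation test, 2-sided, p = 0.0857), and the ratio was between 1.24 and 1.37 without single P libraries. With 1 minus Spearman's rho as the measure, the pairs of P libraries were at a mean of 0.353 and the pairs of NP libraries at 0.248 (exact permutation test, p = 0.0857).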

A principal component analysis (PCA) of the RNA-seq data (Figure 4a) revealed that the component 1 (PC1; 28%) clustered the NP and P samples and that the NP samples were less variable in both components (PC2; 21%). 

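Across the 12701 genes with a mean FPKM above 0 in both datasets, Pearson's r between the log2 mean FPKM in P and in NP was 0.826. This is a correlation across genes, which are not independent replicates. A single NP library compared with the P library of the same number gave a mean r of 0.702 ± 0.0519 (SD over 4 comparisons), between 0.627 and 0.747. For scale, the mean of 2 NP libraries correlated with the mean of the other 2 with r = 0.836, averaged over the 3 ways of dividing them, and the corresponding value within P was 0.718. The mean of 2 NP libraries correlated with the mean of 2 P libraries with r = 0.764, a value between those found within the datasets. Using linear FPKM values moved the correlation of the datasets most, to 0.745, while log2(FPKM + 0.0001) over all genes gave 0.883.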

Although a correlation of gene expression values showed that there was no profoundly obvious global difference between NP and P datasets (Figure 4b). 

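On the mean of the 4 replicates, 11510 genes passed an FPKM of 0.1 in both datasets, 2154 passed it only in NP and 628 only in P, 14292 in all. Single libraries decide many of these assignments. Of the 628 genes detected only in P, 450 (71.7%) exceeded an FPKM of 0.1 in 1 of the 4 P libraries and 4 (0.637%) in all 4. Among the 2154 genes detected only in NP, 894 (41.5%) exceeded it in 1 NP library and 218 (10.1%) in all 4. Of the genes detected in both datasets, 6786 (59.0%) exceeded it in all 8 libraries. Requiring the threshold in at least 3 of the 4 replicates gave 263 genes detected only in P, the largest change of that count among the alternatives, and 2334 detected only in NP. The 263 are not a subset of the 628, of which 36 exceeded the threshold in 3 P libraries and 4 in all 4. The largest change of the NP count was without P replicate 1. Leaving out single libraries gave between 491 and 875 genes only in P and between 1775 and 2697 only in NP. The number of genes with an FPKM above 0 was 12320 ± 962 (SD, n = 4) per NP library and 10271 ± 899 (SD, n = 4) per P library, with no overlap between the datasets (exact permutation test, 2-sided, p = 0.029).

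**Figure D1:**
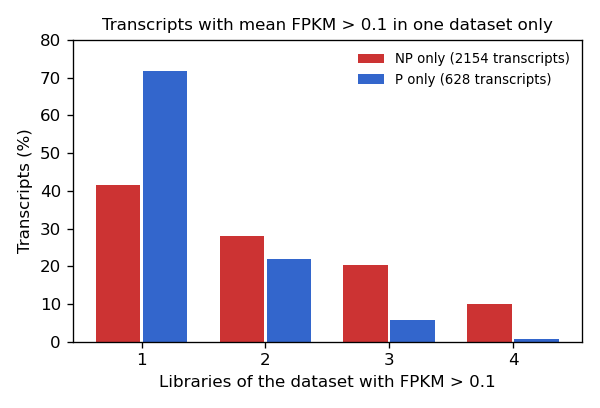
Genes detected in only 1 dataset on mean FPKM, by the number of libraries of that dataset in which the gene exceeded an FPKM of 0.1 (x axis, 1 to 4 libraries). The y axis gives the percentage of the genes detected only in that dataset, with bars for NP and P. In each dataset the tallest bar is that of genes exceeding the threshold in 1 library, with 41.5% (894 genes) in NP and 71.7% (450 genes) in P.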

Out of all 25,574 mRNAs transcribed from autosomes and chromosome X; 11,511 transcripts (with a value of fragments per kilobase per million reads mapped (FPKM) > 0.1) were detected in both NP and P datasets, and further 2152 mRNAs were detected only in the NP with 625 displaying expression unique to the P dataset (Table S1). 

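In the P dataset 1847 genes had a mean FPKM above 50. The count was 1206 when this level was required in at least 3 of the 4 P replicates, and it stayed between 1779 and 1890 when each P library was left out in turn.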

1847 transcripts with FPKM > 50 were found in the P dataset. Furthermore, from the 14,288 mRNAs with FPKM > 0.1 in at least one dataset, 5803 transcripts displayed more than 2-fold enrichment in the NP (NP/P > 2) and 2414 transcripts in the P (P/NP > 2, Figure 4b, Table S1). 

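With 0.0001 added to each mean, 5800 genes were more than 2-fold higher in NP and 2415 more than 2-fold higher in P. The 4 libraries of one dataset lay entirely above those of the other for 829 (14.3%) of the genes enriched in NP and for 44 (1.82%) of those enriched in P. A single library contributed more than 75% of the FPKM summed over the enriched dataset for 1848 (31.9%) of the genes enriched in NP and 1406 (58.2%) of those enriched in P. When replicates were averaged on the log2 scale, which weights a single high library less, 6322 genes were enriched in NP and 1074 in P, and with a pseudocount of 1 the counts were 3464 and 1407. The counts were 5055 and 2956 after the log ratios were centred on −0.26. This is their median over genes with an FPKM above 1 in both datasets, which need not be the median of the genes counted. The excess in NP depended on the scaling between libraries, since 3893 genes were enriched in NP and 4801 in P with every library scaled to one median FPKM, and 3566 and 4200 after quantile normalization, both chosen after the other values had been seen.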

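Among genes with a mean FPKM above 1 in at least 1 dataset, 4069 were more than 2-fold higher in NP and 1778 in P. The libraries of the datasets did not overlap for 762 (18.7%) of the former and 43 (2.42%) of the latter. For 778 (19.1%) of the genes enriched in NP and 906 (51.0%) of those enriched in P, a single library held more than 75% of the FPKM of the enriched dataset. Averaging on the log2 scale gave 5323 genes enriched in NP and 906 in P. With every library scaled to one median FPKM, 2386 genes were enriched in NP and 3953 in P, and after quantile normalization 2510 and 2970. Without single libraries the counts ranged from 3943 to 4808 in NP and from 1672 to 2189 in P.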

When we focused on the 2-fold enrichment of transcripts with FPKM > 1, the numbers changed to 4067 mRNAs enriched in the NP dataset and 1778 mRNAs in the P dataset.

We next employed a ‘Gene Set Enrichment Analysis’ with the aim of gaining a complete overview of the global trends in gene expression in NEBD-stage oocytes. Thus, we utilised mean FPKM values of the P and the NP datasets from all four replicates and surveyed them in respect to their enrichment in either Gene Ontology (‘molecular function’ and ‘biological process’) or KEGG metabolic pathways databases (Figure 4c, full version is provided in Table S2). We were first interested in the enriched gene categories of the most abundant polysome-bound mRNAs. Furthermore, we determined which gene categories were significantly enriched according to their P/NP ratio, thus giving information about actively translated mRNAs in the NEBD-stage oocytes (Figure 4c). 

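The gene set database behind Figure 4c was not used here. Instead, 17 gene families named in the Discussion were defined by gene symbol, with 2 of them taken from the leading edges in Table S2, and compared between P and NP with camera, a test of limma that sets the genes of a family against all other genes (preset correlation between genes 0.01). At an adjusted p below 0.1, 7 families were called, with mitochondrial ribosomal proteins lower in P than the other genes and 6 families higher, which were V-type ATPase subunits, CCT chaperonins, spliceosomal proteins, endoplasmic reticulum folding proteins and the leading edges of the oocyte meiosis and polysome categories. Estimating the correlation between genes from the data, the alternative that moved the count most, left 1 call, the polysome category. The study chose the genes of the 2 leading edges on these same libraries, so their calls, this one included, are not independent of that choice. Under fry, which tests each family against no change rather than against other genes, 3 families were called, of which the polysome category and the mitochondrial ribosomal proteins were shared with camera. As many families were called in 9 of the 35 ways to divide the 8 libraries into 4 and 4, the real one included. The 8 others each keep a pair of libraries with the same number together. Among the 8 divisions that part all such pairs, the real one gave the most families, 7 against at most 6. Chance stays open, because 1 of 8 is the smallest share that these divisions allow. Leaving out P replicate 1 left 4 called families and leaving out P replicate 3 gave 9.

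The test and the median differed in sign for the ATP synthase subunits and the tubulins, which camera placed above the other genes while their median log2 fold change lay below that of the other genes. Conversely, V-type ATPase subunits, spliceosomal proteins and the oocyte meiosis genes were called higher than the other genes although their own median log2 fold changes were negative. For the tubulins, the mean log2 fold change was −0.35 and the median −0.59.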

The obtained results from both analyses are thoroughly described in the Discussion section of the article.

We additionally performed DeSeq2 analysis of the NP and the P datasets and obtained a list of 355 transcripts identified as significantly and differentially enriched between NP and P datasets at the level of statistical significance *p* < 0.01 (with log2 of FPKM fold changes ranging from −9.11 to 7.93; Figure 5; Table S3). 

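The authors' deposited table lists these 355 transcripts, 74 of them higher in P and 281 higher in NP. The column of the authors' deposited table headed Padj reaches at most 0.00255, while its FDR column reaches 0.0996 and lies below 0.01 for 80 transcripts. The FDR lies above the value headed Padj for all 355 transcripts, and the relation between the columns implies a median of 13834 tests, the pattern of an unadjusted p in the column headed Padj. From the FPKM values, limma called 3 of the 14292 genes at an adjusted p below 0.1, all higher in NP, and 1422 genes had an unadjusted p below 0.05. The called genes were Tmem104 on chromosome 11 (115187487 to 115247023), with a log2 fold change of −5.82 (standard error 0.79, adjusted p = 0.0529 from limma), Morc1 on chromosome 16 (48431237 to 48630905), with −4.94 (standard error 0.78, adjusted p = 0.0857 from limma), and AC132131.1 on chromosome 10 (89873672 to 90683697), with −4.88 (standard error 0.75, adjusted p = 0.0857 from limma). The mean FPKM of Tmem104 was 166 ± 87.0 (SD, n = 4) in NP and 2.86 ± 4.10 (SD, n = 4) in P, and the 4 NP libraries lay above the 4 P libraries for all 3 genes. These calls depend on single libraries, since none remained without any 1 of the 4 NP libraries or without P replicate 3, and 5 genes were called without P replicate 1. With the replicate number as a block, 1 gene was called and Morc1 and AC132131.1 were not (adjusted p = 0.146 for both from limma). The alternative that moved the count most among the adjusted ones was voom, limma's model for counts, applied to the reads recovered from the FPKM steps after the other results had been seen. It called 125 of 13018 genes, 123 of them higher in NP and 2 in P.

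All 355 transcripts of the authors' deposited table had the same direction in limma, where 305 had an unadjusted p below 0.05 and 152 a p below 0.01. The libraries of the datasets did not overlap for 218 (77.6%) of the 281 transcripts higher in NP and for 26 (35.1%) of the 74 higher in P. A single library held more than 75% of the FPKM of the higher dataset for 34 (12.1%) of the 281 and 13 (17.6%) of the 74.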

To validate the results of the RNA-seq analysis, we selected four genes from this list for qRT-PCR analysis using three additional independent biological replicates of P and NP samples. 

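Paox, on chromosome 7 of GRCm38 from 140125657 to 140134334, had a mean FPKM of 425 ± 612 (SD, n = 4) in P and 53.2 ± 23.1 (SD, n = 4) in NP. The P/NP ratio of the means was 7.99, but it fell to 2.33 without P replicate 4, whose FPKM of 1327 compared with 12.5 to 274 in the other P libraries. Astl, on chromosome 2 from 127338639 to 127357651, had a mean FPKM of 1438 ± 1347 (SD, n = 4) in P and 273 ± 66.3 (SD, n = 4) in NP, a ratio of 5.26, and 2.95 without P replicate 4. Each P library lay above each NP library for Astl, whereas the libraries overlapped for Paox. Upp1, on chromosome 11 from 9118103 to 9136170, had 90.7 ± 30.2 (SD, n = 4) in P and 794 ± 413 (SD, n = 4) in NP, a ratio of 0.114. Sap30bp, on the same chromosome from 115933282 to 115966725, had 34.5 ± 6.54 (SD, n = 4) in P and 223 ± 110.1 (SD, n = 4) in NP, a ratio of 0.155. For both genes every NP library lay above every P library. The limma log2 fold changes were 1.55 (standard error 1.08) for Paox, 1.93 (0.66) for Astl, −2.97 (0.60) for Upp1 and −2.53 (0.57) for Sap30bp, with adjusted p values over all genes from limma of 0.636, 0.416, 0.344 and 0.344. The ratio of geometric means with a pseudocount of 0.1 gave 2.92 for Paox and 3.82 for Astl, with the same directions.

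These genes belong to a list of 53 genes. Of these, 52 are named by symbol in the paper or were taken here for a product it describes. With limma p values adjusted over the list alone, 33 genes were called, 15 higher in P and 18 higher in NP, against 3 when adjusted over all genes. Because the study chose much of the list on these same libraries, the first count is not independent evidence. Astl, Upp1 and Sap30bp were among the 33 and Paox was not.

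**Figure D2:**
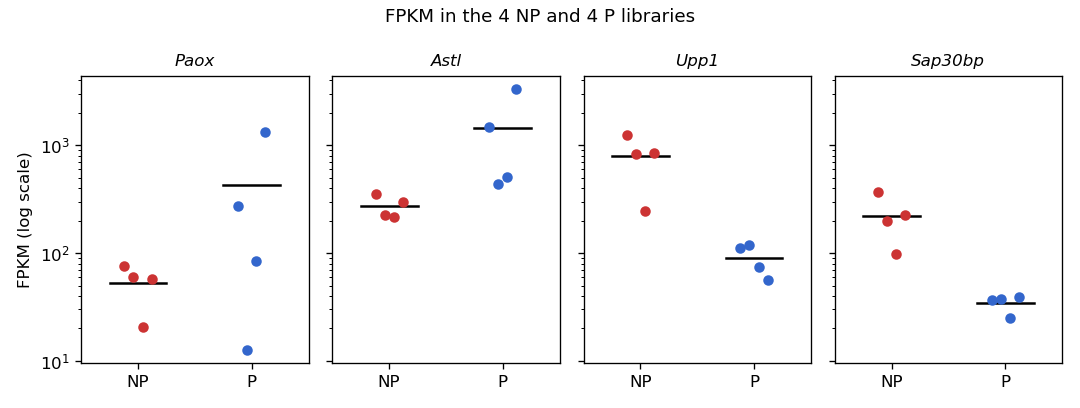
FPKM of Paox, Astl, Upp1 and Sap30bp in each of the 4 NP and 4 P libraries (points, log axis), with the mean of each dataset as a line. The 4 P libraries of Paox range from 12.5 to 1327 and overlap with NP, whereas the datasets are separate for the other genes.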

The selected genes enriched in P fractions according to the RNA-seq data were *Paox* and *Astl* (with P/NP ratios of 7.17 and 5.88, respectively), and the genes enriched in NP fractions were *Upp1* and *Sap30bp* (with P/NP ratios of 0.19 and 0.23, respectively). qRT-PCR results confirmed the direction of enrichment in all four genes, however, the strength of the enrichment was weaker compared to the RNA-seq (Figure 4d, Table S3). Additionally, to confirm applicability of SSP-profiling to other similarly scarce samples, Figure S5b includes a result of a qRT-PCR validation of several zygotic genes that have been selected according to the RNA-seq analysis of 200 zygotes of three independent biological replicates (Figure S5a), sequenced by Dr. Ch.-J. Lin, Figure 3c provides qRT-PCR visualisation of the corresponding zygotic polysome profiles).

### 2.4. Sensitivity and Versatility of SPP-Profiling for Conventional Sample Sizes and Compatibility with Downstream Methods

Conventional polysome profiling almost exclusively utilises a SW41Ti rotor-based format. The quality of the polysome profiles prepared using our novel low volume SW55Ti tube mediated methodology (SSP-profiling, Figure 1) convinced us that this approach has the potential to fully replace the traditional SW41Ti format. Therefore, we systematically tested our novel approach in polysome profiling of conventional samples, without a limiting number of cells, to provide experimental guidance for other researchers working with conventional sample sizes. We first focused on determining the sensitivity threshold of SW55Ti-based polysome profiling (Figure 6a). Thus, we utilised a common HEK-293 cell lysate (with an RNA concentration 0.87 μg/μL) and prepared a series of 10%–50% sucrose gradients loaded with lysate volumes ranging from 1 to 8 OD_260 nm_ units that were ultra-centrifuged for 65 min at 45,000 RPM. In parallel, we constructed control polysome profiles in SW41Ti tubes, where 5–20 OD_260 nm_ units of the HEK-293 lysate were applied (1.249 μg/μL). These samples were centrifuged in SW41Ti rotor for 3 h at 35,000 RPM (as per conventionally accepted protocols). The result presented in Figure 6a indicates that the application of just one OD_260 nm_ unit to the novel low-volume-based approach produced a polysome profile with well-defined peaks that enabled the detection of polysomes. Furthermore, based on comparisons with the conventionally derived polysome profiles (obtained using the SW41Ti rotor-based system), we estimated that one OD_260 nm_ unit loaded on in our newly developed approach (utilising SW55Ti rotor compatible tubes) corresponds roughly to 2.5 OD_260 nm_ units applied using the conventional method. These results suggest the novel SW55Ti-based methodology of generating polysome profiles is approximately 2.5 times more sensitive, compared to the established method, when actively translating, fast-growing cells are used.

The application of gradients of varying sucrose concentration is commonly used in cases were enhanced resolution of macromolecular complexes within a specific range of sedimentation velocity coefficients is required (e.g., 40S–80S, polysomes). Therefore, we tested whether SW55Ti rotor compatible tubes, characterised by reduced gradient volume, are suitable for such high-resolution separation. Accordingly, we applied different volumes of HEK-293 cell lysate (RNA concentration–1.435 μg/μL) on the following series of sucrose gradients: 5%–20% (515 μL), 7%–30% (350 μL), 15%–40% (300 μL), 10%–50% (206 μL), 15%–55% (206 μL) and 20%–60% (206 μL). Note that differing volumes of identical lysate sample were loaded onto individual sucrose gradients (of differing concentrations) to ensure an approximately equal amount of material would be retained within the gradient after centrifugation. This is because complexes with higher sedimentation velocity are naturally spun to the bottom of the tube (e.g., polysomes in 7%–30% gradient). Ultra-centrifugation was then performed at 45,000 RPM for 65 min at 4 °C, before 65%-sucrose was used to push gradients into the detector cell. We observed clearly distinguishable polysome peaks and high-quality curves in all the tested gradient variants (Figure 6b). Indeed, the gradient of 5%–20% sucrose separated well the region just before the 40S peak to the first polysome; the 7%–30% gradient the region from the 40S peak to the polysomes containing three ribosomes; the 15%–40% gradient seemed to be suitable for good visualization of the region from the 40S peak to middle-molecular weight polysomes. The most common 10%–50% concentration range provided good resolution from the 40S peak to heavy polysomes. However, the 15%–55% gradient proved to be the most optimal for the separation of very heavy polysomes without any considerable loss of resolution in the region around the 40S peak. The gradient 20%–60% also produced very similar profile, but with reduced resolution in the region between the 40S and the 80S peaks. Overall, we concluded that the novel low volume SW55Ti rotor tube-based protocol is able to readily accommodate various sucrose gradients without compromising the quality of polysome separation.

Many studies aim to confirm the association of proteins of interest with ribosomes and/or polysomes by utilising western blot analysis of fractionated polysome profiles. In Figure S7, we demonstrate the reduced volume SW51Ti tube specific protocol can accommodate enough cell lysate to detect any moderately abundant protein and, in parallel, the KCl concentration used in sucrose gradient ultimately affects the western blot result.

## 3. Discussion

High throughput techniques are widely applied to understand time-dependent global changes in gene expression during oocyte maturation, oocyte-to-embryo transition and early embryogenic development, often with special attention to human infertility [42]. Even though, methodical improvements of NGS methods have led to the establishment of suitable protocols for transcriptomic studies of mammalian oocytes, no such approach is available for deep-sequencing of polysome-bound mRNAs [55,56]. High quality polysome profiling has conventionally required large number of cells to obtain well-defined and interpretable peaks (e.g., for HeLa cells approximately 2–4 × 10^7^). However, such amount of material is not available from specific and scarce cell types, such as mammalian oocytes. Several modified polysome profiling methods have been presented in previous studies, all utilizing DNA microarrays, aiming to circumvent this problem. Potireddy and colleagues [30] described an approach for 160–200 MII-stage mouse oocytes and early embryos, that included pelleting translating polyribosomes through a sucrose cushion in 200 µL-centrifugation tubes, two rounds of cDNA amplification, and subsequent microarray analysis. Another approach, optimised for polysome fractionation of 75 bovine oocytes, entailed the application of incompletely crosslinked heterologous carrier polysomes (prepared from *Drosophila* SL2 cell line), centrifugation in small, SW60Ti centrifugation tubes, two rounds of cDNA amplification and microarray analysis [31]. The final published setup, that was applied to analyse groups of 500–600 mouse oocytes in various developmental stages, is based upon more conventional polysome profiling in 12 mL-, 15%–50%-sucrose gradients, cDNA amplification and microarray hybridisation [47]. Here, we report a protocol comprising centrifugation in small SW55Ti tubes, quantification of 18S and 28S rRNA in each fraction of the derived polysome profile, cDNA amplification and RNA-seq analysis of polysome-bound and non-polysomal bound mRNA populations. We have optimised this approach for a sample size of 200 mouse NEBD stage oocytes (Figure 2b and Figure 3b). Previously, published reports have provided a lot of valuable information concerning the specific recruitment of mRNAs to polyribosomes and have highlighted the irreplaceable role of specific translation to support proper developmental competence of maturing oocytes. However, in SSP-profiling, we have included several methodical improvements, including a reduced sample size (i.e., 200 oocytes) and compatibility with subsequent RNA-seq analyses. Moreover, the omission of heterologous cell derived carriers also prevents contamination of resultant NGS libraries by reads of non-mouse origin and thus sustains sequencing depth. As demonstrated our protocol is functional starting with 200 mouse oocytes, reflecting a reduction of the input material in comparative studies [47] or those utilising larger bovine oocytes [31], but we anticipate that with finer optimisation we may be able to feasibly reduce this number to only 100 oocytes (based on preliminary data).

When employing SWTi55 centrifugation tubes, we focused on adjusting the ultra-centrifugation conditions and checking every step of polysome profiling (Figure 1, Figure 2 and Figure 6 and Figures S1 and S2). We suggest that a reconstruction of each individual polysome profile using qRT-PCR of 18S and 28S rRNAs is one of the main methodical improvements for profiling samples of biological scarcity (Figure 2 and Figure 3). In comparison to other published protocols, SSP-profiling allows the determination of the actual rate of translation in each individual profile by rough estimation of the area of the derived polysomal peaks, as well as visualizing the amplitude and positions of peaks corresponding to the 40S and the 60S ribosomal subunits and the 80S monosome. The quantification of absolute rRNA copy number also facilitates the quality control of any derived polysome profiles, in addition to estimating the RNA amount in applied oocyte lysate (Figure 2). Using such methodology, we were able to calculate that the copy number of 18S rRNA was 1.82 × 10^4^ higher in HEK-293 samples as compared to NEBD-stage oocytes (Figure 2). We thus estimate that at least 10,000 oocytes would be required to obtain readable peaks in any oocyte derived polysome profile using the ISCO detector (at its given sensitivity). Clearly, such estimates exclude the possibility of using a conventional, non-qRT-PCR based, method as a huge number of animals would need to be sacrificed in one experiment (given the fact that 20–40 developmentally competent oocytes could be obtained from one female mouse). Taken together, the above stated observations highlight the attractiveness of SSP-profiling protocol, given we can reliably detect polysome profiles from only 200 oocytes.

The combined use of at least four biological replicates of NEBD-stage oocytes, zygotes and two-cell embryos allowed us to validate the reproducibility of the described qRT-PCR-based polysome profiles in other types of scarce/limiting sample (Figure 3). We also investigated NEBD-stage oocyte polysome profiles with and without EDTA treatment (Figure 2c). EDTA disassembles elongating ribosomes and is thus commonly applied for verification of the absence of other complexes containing joined ribosomal subunits in the polysomal regions of the obtained profile. The NEBD-stage oocytes showed a more equal ratio of polysomal and non-polysomal rRNA associated regions of the profile (18S rRNA P/NP = 0.85; 28S rRNA P/NP = 0.87) than HEK-293 cells, demonstrating more moderate levels of translation (Figure 2c). The P/NP ratio of EDTA-treated oocytes decreased to 0.33 and 0.45 for 18S rRNA and 28S rRNA, respectively, indicating that the vast majority of the detected 18S and 28S rRNAs represented polysomes. However, according to the P/NP ratio of EDTA-treated NEBD-stage oocyte, we could not confirm or exclude the possibility that there were no high-molecular-weight stored ribonucleoprotein particles (RNP) that co-sedimented with polysomes and thus contained both rRNA species. It has been shown that maternal RNPs are stored in distinct sub-cellular regions in the oocyte [36]. Indeed, microscopic studies have revealed RNP aggregates at the cortex and in fibrillar cytoplasmic lattices and the latter of which also contains inactive ribosomes [36,57]. However, very little is known about their physical properties, complete protein composition nor their velocity sedimentation coefficients. It is noteworthy that no direct experiments have been reported to exclude the presence of high-weight, yet inactive, ribosome complexes in the fractionated polysomal regions of oocytes so far. EDTA-treatment has been only applied to assess the quality of polysome profiling in oocytes, but only when detecting protein-coding transcripts [31]. Contrarily, we have focused on the simultaneous detection of 18S and 28S rRNAs, an approach that we argue, better reflects the presence of RNP containing inactive ribosomes or their subunits, although we acknowledge a more direct method to assess this would be preferable.

Existing microarray-based studies have focused on the differences in mRNA polysome recruitment during mammalian oocyte maturation [30,31,47]. With the aim of providing new insight into the mechanisms regulating meiosis progression, we applied our own polysomal fractionation method, followed by RNA-seq analysis of polysome-bound and polysome-unbound mRNAs (also containing stored mRNPs) on oocytes at the NEBD-stage. This specific developmental time-point was deliberately chosen as the earliest recognizable developmental point indicative of the end of prolonged meiotic prophase I arrest. Moreover, it is also associated with breakdown of the nuclear lamina, chromosomal condensation and the initiation of meiotic spindle assembly [36]. Maturing oocytes exhibit a high rate of aneuploidy that is associated with increased maternal age and atypically short NEBD-stage duration [58,59]. Indeed, following NEBD, a strong poly(A) signal is known to be present in the vicinity of chromosomes where the meiotic spindle is assembled and certain transcripts exhibit specific nuclear/chromatin localisation [36]. Furthermore, it is speculated that such cellular mRNA localisation might serve as a means to ensure the precise timing of translation of specific proteins needed for meiosis progression [41]. Therefore, revealing the actively translated mRNAs at the NEBD stage has the potential to shed extra light upon such mechanisms related to oocyte aneuploidy and NEBD, that have until now been largely overlooked.

We performed RNA-seq of polysomal and non-polysomal mRNAs in four biological replicates (Figure 3b). Our Principal Component Analysis confirmed polysomal and non-polysome-bound mRNAs clustered away from each other, confirming their heterogonous nature (Figure 4a). 

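Pairs of libraries were compared by Pearson's r across the 11374 genes with a mean FPKM above 1 in at least 1 dataset, which are not independent replicates. Within NP the 6 pairs had a mean r of 0.782 (0.734 to 0.862) and within P the 6 pairs had a mean of 0.681 (0.616 to 0.741). Pairs of 1 NP and 1 P library with different replicate numbers had a mean r of 0.704 (0.653 to 0.779), and the 4 pairs with the same number had a mean r of 0.745 (0.691 to 0.778). The mean of 0.702 given above for these 4 pairs was not restricted to the same genes.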

In agreement, the conducted Gene Set Enrichment Analysis revealed polysomal enrichment of certain mRNAs, which encoded proteins implicated in an increase of total translation or translation initiation rate, with the potential to contribute to increased polysome formation (GO:0005844, category “polysome”, Figure 4c). 

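The 12 genes in the leading edge of the polysome category in Table S2 had a median log2 fold change of 0.77, against −0.39 for the other genes, and 11 of the 12 were higher in P (camera in limma, adjusted p = 0.00031). The leading edge was chosen by the study on these libraries, so this is not independent of the category's own enrichment. The difference from the other genes, 1.17, stayed between 0.95 and 1.34 without single libraries and was called in each case. In a P library, a gene of this list exceeded another gene in 63.0% ± 5.35 (SD, n = 4) of the pairs, and in an NP library in 49.2% ± 3.54 (SD, n = 4) (exact permutation test, 2-sided, p = 0.029, and 0.162 after adjustment over the 17 families).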

We also attempted to confirm that we did not lose some portion of detectable and stored mRNPs by the technically required exclusion of fraction 1 of the fractionated polysome profiles. However, since fraction 1 may only contain mRNPs with a maximum sedimentation coefficient of about 20S, it can be theorised that these mRNPs will preferentially contain only short transcripts of some protein-coding genes. Nevertheless, we assayed for any correlation between transcript length and their calculated P/NP ratio, or any correlation between transcript length and their expression levels, in our derived NP- and P datasets (Figure S6). These analyses did not yield any correlation between these parameters, suggesting no significant bias in the derived data. However, we still cannot be completely sure that we did not lose some mRNPs in the initially excluded fraction 1, but it seems unlikely.

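For the longest transcript of each gene symbol in the annotation, Pearson's r across 11312 genes between length and the log2 P/NP ratio was 0.042, with Spearman's rho 0.052. Single pairs of libraries with the same number gave a mean r of 0.051 ± 0.059 (SD over 4 comparisons), so the correlation was within the spread between libraries. It ranged from −0.004 without P replicate 3 to 0.100 without NP replicate 3. Length and log2 FPKM had r = −0.038 in NP over 13383 genes and r = −0.042 in P over 11918 genes. For transcripts under 1000 bp, r was 0.108 in NP (1103 genes) and 0.0985 in P (929 genes). Restricting the comparison of length and P/NP ratio to the 183 genes of the authors' deposited table with an FPKM above 0.1 in both datasets, a choice made after the other values had been seen, gave r = 0.300 and rho = 0.194. For length and the authors' own log2 fold change over 348 transcripts of that table, r was 0.133 and rho −0.003. In 5 classes of genes of equal size by length, the median log2 P/NP was −0.47 in the shortest and −0.22 in the longest. Genes are not independent replicates, and no p value is attached to these correlations.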

Our study extends the knowledge of gene expression changes during oocyte maturation by focusing on a still unexplored stage of oocyte maturation by polysome profiling. As a result, we found some abundant polysome-associated mRNAs that encode proteins with unspecified function in oocyte maturation, e.g., TAPT1, TUSC3, FBXO38, ZSWIM7 and DPCD (Table S3). Conversely, when we investigated the overexpressed gene categories, we found our data agrees well with many studies describing the overall metabolic status of the maturating oocyte and in many ways complements the current theories relating to the actual synthesis of regulatory proteins and enzymes [34,60]. For example, from the most abundant polysome-bound mRNAs we identified (Figure 4c, Table S2), we observed an enrichment of gene categories for pyruvate, glutamine, aspartate, alanine, glycerolipid and l-ascorbate metabolic pathways, and an enrichment of mRNAs for many glycolytic/gluconeogenesic enzymes (e.g., glucose-6-phosphate dehydrogenase). Furthermore, mRNAs encoding subunits of mitochondrial and lysosomal ATPases demonstrated the same trend. These findings agree with the well-documented metabolic status of the maturing oocyte [34]. 

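Mean FPKM values in P were 178 ± 90.4 (SD, n = 4) for Tapt1, 517 ± 278 for Tusc3, 87.3 ± 28.1 for Fbxo38, 178 ± 202 for Zswim7 and 118 ± 18.1 for Dpcd, which placed each of them above at least 92.0% of the genes tested. In NP the corresponding values were 45.8 ± 19.0, 148 ± 58.6, 21.8 ± 10.1, 13.0 ± 8.44 and 56.1 ± 16.8 (SD, n = 4). Every P library lay above every NP library for Tapt1, Fbxo38 and Dpcd. For Tusc3 the FPKM of 135 in P replicate 2 lay within the NP range. Zswim7 reached 301 and 398 in P replicates 2 and 4 but 13.1 and 1.23 in P replicates 1 and 3. The largest log2 fold change was 2.00, for Fbxo38, and none passed an adjusted p of 0.1 in limma over all genes.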

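G6pdx, the gene for glucose-6-phosphate dehydrogenase on chromosome X from 74409483 to 74429194, had a mean FPKM of 241 ± 87.8 (SD, n = 4) in P, above 97.4% of the genes tested. In NP it had 571 ± 227 (SD, n = 4), a log2 fold change of −1.22 (standard error 0.55, adjusted p = 0.491 from limma). The 14 glycolytic and gluconeogenic genes with a mean FPKM above 1 exceeded another gene in 61.2% ± 3.23 (SD, n = 4) of the pairs within a P library, and 7 of them had a mean FPKM above 50 in P.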

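The 16 subunits of the mitochondrial ATP synthase with a mean FPKM above 1 exceeded another gene in 68.6% ± 4.02 (SD, n = 4) of the pairs in a P library, and 9 of them had a mean FPKM above 50 in P. For the 17 subunits of the lysosomal V-type ATPase the share was 69.8% ± 3.87 (SD, n = 4), with 10 subunits above an FPKM of 50. The corresponding shares in NP were 67.7% ± 5.45 and 65.7% ± 1.14 (SD, n = 4), and neither difference passed an exact permutation test (2-sided, p = 0.857 and 0.143).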

The main source of energy required for oocyte maturation and resumption of meiosis is known to be pyruvate and glutamine, which are metabolised by the TCA (tricarboxylic acid) cycle and oxidative phosphorylation in mitochondria [61]. Moreover, gluconeogenesis is preferred to glycolysis and the expression of glucose-6-phosphate dehydrogenase is increased along with the activity of the pentose phosphate pathway, which produces pentose bodies for the synthesis of nucleosides [34]. 

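The 17 tubulin genes in the table had a median of their mean FPKM in P of 175, and 11 of them exceeded an FPKM of 50. Of the 17, 14 had a mean FPKM above 1 in at least 1 dataset. In a P library such a tubulin gene exceeded another gene in 87.5% ± 2.80 (SD, n = 4) of the pairs, and in an NP library in 87.3% ± 3.63 (SD, n = 4), with no detectable difference (exact permutation test, 2-sided, p = 0.971). Tubb4b was the gene of highest FPKM in NP replicates 1, 2 and 3.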

Tubulins and tubulin-associated proteins were also amongst another enriched gene category and it is evident that their synthesis supports correct meiotic spindle formation. Additionally, we observed abundant polysome-bound mRNAs coding for translation initiation factors, rRNA binding proteins (including ribosomal proteins) and number of proteins with a well-established role in meiosis (e.g., DAZL, MOS, Cyclins B1 and B2 and AURKA) in enriched gene categories. It is proposed that active translation in oocytes is partially sustained by amino acids generated by protein degradation, in the context where only six amino acid transport system has been identified [62]. 

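In P libraries, a gene for a translation initiation factor exceeded another gene in 71.6% ± 2.28 (SD, n = 4) of the pairs (47 genes) and a cytosolic ribosomal protein gene in 69.5% ± 5.86 (SD, n = 4) of the pairs (80 genes). For the 43 genes of the oocyte meiosis leading edge the share was 85.8% ± 1.91 (SD, n = 4), but the study chose this list on these same libraries. Among the meiotic genes named, the mean FPKM in P was 1099 ± 540 (SD, n = 4) for Mos, 840 ± 388 for Ccnb1, 213 ± 125 for Aurka, 201 ± 173 for Dazl and 145 ± 260 for Ccnb2, which placed each of them above at least 95.3% of the genes tested. For Ccnb2 the value rested on P replicate 1, which had an FPKM of 535 against 3.07 to 23.0 in the other P libraries.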

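Of the 40 proteasome subunit genes with a mean FPKM above 1, 18 had a mean FPKM above 50 in P. In a P library a subunit gene exceeded another gene in 72.4% ± 1.62 (SD, n = 4) of the pairs. The share in NP libraries was 71.2% ± 2.38 (SD, n = 4), a difference smaller than the spread between replicates (exact permutation test, 2-sided, p = 0.486). Relative to the other genes the median log2 fold change differed by 0.10 (camera in limma, adjusted p = 0.432).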

Consistently, we identified proteasome subunit mRNAs to be abundantly enriched in polysomes. Indeed, the ubiquitin-proteasome system is also implicated in the regulation of meiotic progression, fertilisation and zygotic genome activation [63]. Lastly, we observed very high level translation of mRNAs encoding oocyte membrane-associated proteins, which play roles in sperm recognition and the regulation of fertilization; e.g., ZP2, ZP3, Ovastacin and several CCT chaperonins [64].

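Mean FPKM values in P were 2338 ± 1253 (SD, n = 4) for Zp2 and 3492 ± 3239 (SD, n = 4) for Zp3, against 1319 ± 387 and 1617 ± 1035 in NP (SD, n = 4). Both genes ranked above 99.8% of the genes tested in P, and for both the P and NP libraries overlapped, with log2 fold changes of 0.71 (standard error 0.56) and 0.79 (standard error 0.82). Astl, which encodes Ovastacin, ranked above 99.7% of the genes in P. The 8 CCT chaperonin genes exceeded another gene in 77.4% ± 1.42 (SD, n = 4) of the pairs in a P library and in 68.2% ± 3.25 (SD, n = 4) in an NP library (exact permutation test, 2-sided, p = 0.029, and 0.162 after adjustment over the families). Their median log2 fold change was 0.55, 0.94 above that of the other genes, and 6 of the 8 were higher in P (camera in limma, adjusted p = 0.0106). They were called without each single library, with a difference between 0.80 and 1.02, but not under fry or with the correlation between genes estimated from the data.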

In the second component of our Gene Set Enrichment Analysis (Figure 4c, Table S2), we were interested in comparing particular mRNA abundancies in the non-polysomal and polysomal regions of the derived polysome profiles. This comparison permitted the degree of translational activation for individual mRNAs to be determined regardless of their relative abundancy because the non-polysomal pool also contains stored mRNPs. Similar results, focusing on the most abundant polysomal transcripts, were observed. However, we discovered that some of the highly translated mRNAs were in fact still more abundant in the stored mRNA pool. This finding applied particularly to mRNAs for both cytosolic and mitochondrial ribosomal proteins, ATPase subunits and some glycolytic enzymes, indicating that only the minority of these mRNA molecules were translated and that the majority still remained pre-synthesised for later translation. 

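Mitochondrial ribosomal protein genes had a median log2 fold change of −1.18, 0.80 below that of the other genes, and 11 of the 76 were higher in P (camera in limma, adjusted p = 0.0027). This family was called in each setting tried except with the correlation between genes estimated from the data. The 83 cytosolic ribosomal protein genes had a median of −0.79, with 18 higher in P, and were not called (camera in limma, adjusted p = 0.268), although they passed the threshold as lower in P after median centring (0.0489), after quantile normalization (0.0960), without NP replicate 3 (0.00587) and without P replicate 4 (0.0143). Without NP replicate 4 and without P replicate 3, camera placed them above the other genes instead, without a call (adjusted p = 0.884 and 0.756 from limma). Of the glycolytic and gluconeogenic genes, 4 of 18 were higher in P and their median was −0.60 (camera in limma, adjusted p = 0.523). Tested against no change instead, they were called lower in P (fry in limma, adjusted p = 0.0851). ATP synthase subunits had a median of −0.40, which differed from the other genes by −0.01 with the deposited scale and by 0.03 after quantile normalization (camera in limma, adjusted p = 0.979). The median of the V-type ATPase subunits was −0.14, and 9 of 19 were higher in P, so that on the deposited scale their mRNAs were close to even between the datasets and relative to the other genes they were higher in P by 0.26 (camera in limma, adjusted p = 0.0716). This call was lost without NP replicate 2, NP replicate 3, P replicate 1, P replicate 2 and P replicate 4, after median centring (adjusted p = 0.198 from limma) and after quantile normalization (0.226). From the higher abundance of these groups of mRNAs in NP, the paper concludes that only a minority of their molecules were translated and that most remained for later translation.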

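Among the meiotic regulators Mos, Ccnb1, Ccnb2, Aurka and Dazl, the log2 fold changes were −0.09 (standard error 0.56), −0.70 (0.53), −1.39 (1.16), −0.25 (0.59) and −0.04 (0.67), and for all 5 the libraries of the datasets overlapped. Centring each library on its median, which raised the log2 fold change of every gene alike, turned Mos (0.68), Ccnb1 (0.06), Aurka (0.52) and Dazl (0.72) to the P side. The ratio of mean FPKM was 0.98 for Mos, 0.653 for Ccnb1, 0.933 for Aurka, 1.27 for Dazl and 1.54 for Ccnb2, and without P replicate 1 that of Ccnb2 was 0.154. Of the 43 genes of the oocyte meiosis leading edge, 17 were higher in P. Their median log2 fold change was −0.17, while relative to the other genes it was higher by 0.22 on the deposited scale and differed by −0.02 after quantile normalization (camera in limma, adjusted p = 0.0693 and 0.670). The call was also lost without NP replicate 3 (adjusted p = 0.145 from limma), P replicate 1 (0.169) and P replicate 4 (0.301), after median centring (0.429), with the correlation between genes estimated from the data (0.442) and under fry (0.657).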

The same trend was also evident for many mRNAs coding for protein regulators of meiotic progression. During oocyte growth and maturation, mitochondria replicate up to numbers between 300,000–400,000 [65]. 

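The nuclear-encoded cytochrome c oxidase subunits had a median log2 fold change of −0.01, 0.38 above that of the other genes, with 6 of 13 higher in P (camera in limma, adjusted p = 0.237). They passed the threshold without NP replicate 4 (0.0176) and without P replicate 3 (0.00622), and the difference from the other genes ranged from −0.14 to 1.17 without single libraries. The 37 NADH:ubiquinone oxidoreductase subunits had a median of −0.76, 0.37 below that of the other genes, with 7 higher in P (camera in limma, adjusted p = 0.267). These passed the threshold without NP replicate 3 (0.0132), without P replicate 4 (0.069) and after median centring (0.0901). A difference between the 2 families was not tested.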

We found that mRNAs for the mitochondrial cytochrome C oxidase subunits were enriched in polysomes, while mRNAs for the NADH:ubiquinone oxidoreductase subunits were more abundant in the non-polysomal mRNA pool. 

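The 23 endoplasmic reticulum folding protein genes had a median log2 fold change of 0.25, 0.64 above that of the other genes, and 15 of them were higher in P (camera in limma, adjusted p = 0.0028). The call held without each single library, and under fry and with an estimated correlation it did not. For 17 antioxidant genes the median was −0.22, 0.18 above that of the other genes, and 8 were higher in P (camera in limma, adjusted p = 0.268). They passed the threshold without P replicate 2 (0.0939) and without P replicate 3 (0.0337). Without P replicate 4 camera placed them below the other genes, with a difference of −0.13 and no call (adjusted p = 0.724 from limma). The median also lay below that of the other genes without P replicate 1, by a difference of −0.23. Mean FPKM values in P and NP were 267 ± 273 and 236 ± 209 for Sod1, 34.9 ± 35.6 and 16.0 ± 3.98 for Txnrd1, 7.48 ± 7.91 and 7.46 ± 6.37 for Sod2 and 3.88 ± 7.65 and 1.25 ± 1.80 for Gsto1 (SD, n = 4), and the libraries overlapped for all 4 genes. For Sod1 both means rested on replicate 4, with FPKM values of 677 in P and 546 in NP. Without P replicate 4 the ratio of means of Sod1 was 0.554, and without P replicate 1 that of Gsto1 was 0.0422. No log2 fold change of these genes passed an adjusted p of 0.1 in limma, and the directions of Sod2 (0.48 after median centring) and Gsto1 (−0.08 with a pseudocount of 0.1) changed with the setting.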

We observed translational activation of mRNAs for resident endoplasmic reticulum proteins and many proteins with antioxidant activity, such as superoxide dismutase, thioredoxin reductase, glutathione peroxidase, glutathione dehydrogenase and peroxiredoxin. 

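Ldhb, on chromosome 6 from 142490249 to 142507957, had a mean FPKM of 5845 ± 5830 (SD, n = 4) in P and 1117 ± 1014 (SD, n = 4) in NP. Its log2 fold change was 2.03 (standard error 0.83, adjusted p = 0.455 from limma), and the libraries overlapped because NP replicate 4 had an FPKM of 2631. In P replicate 4 it was the gene of highest FPKM, with 13461. Ldha had an FPKM of at most 1.80 in a library, with a mean FPKM of 0.0943 ± 0.189 (SD, n = 4) in P, where 3 libraries were at 0, and 0.554 ± 0.852 (SD, n = 4) in NP.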

We also detected mRNA encoding lactate dehydrogenase to be abundant in polysomes. Taken together, these facts demonstrate that active translation of such proteins, which are significant for the maintenance of the redox state in the oocyte and buffering mitochondria respiratory activity, occur in the NEBD-stage oocytes [66]. mRNAs for two UDP-galactose and one nucleotide solute career transporters were additionally found to be also enriched in polysomes, demonstrating that their active synthesis supports galactose, pyrimidine and adenine-containing base import to NEBD-stage oocytes. 

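Slc35a2, a UDP-galactose transporter gene on chromosome X from 7884041 to 7894492, had a mean FPKM of 828 ± 1651 (SD, n = 4) in P and 2.51 ± 2.75 (SD, n = 4) in NP. The mean in P rested on P replicate 4, with 3304, whereas the other P libraries ranged from 0.810 to 4.77, and without it the ratio of means was 0.895. Slc35b2, on chromosome 17 from 45563964 to 45567669, had 38.6 ± 64.1 (SD, n = 4) in P and 14.0 ± 5.53 (SD, n = 4) in NP, with 134 in P replicate 4, and the ratio without that library was 0.483. For the nucleoside transporter gene Slc28a1 the means were 7.23 ± 14.4 and 1.44 ± 1.35 (SD, n = 4), and P replicate 4 had 28.9 while 2 of the other P libraries were at 0. The log2 fold changes of 2.54, −0.33 and 0.16 had standard errors of 1.88, 1.17 and 1.02, and median centring gave 0.43 for Slc35b2. The paper's text does not give the symbols of the transporters it describes. The genes used here are the leading edge of its carbohydrate derivative transporter category and were taken as the likely ones. Whether Slc35b2 is one of the UDP-galactose transporters meant was not established.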

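The 62 spliceosomal protein genes had a median log2 fold change of −0.13, 0.26 above that of the other genes, and 26 of them were higher in P (camera in limma, adjusted p = 0.0716). With the replicate number as a block the adjusted p was 0.117 (camera in limma). The call was also lost without NP replicate 2, NP replicate 3, P replicate 1 and P replicate 4, after quantile normalization (adjusted p = 0.165 from limma) and after median centring (0.830). For the 34 basal transcription factor genes the median was −0.76, and 10 were higher in P (camera in limma, adjusted p = 0.787). In a P library a basal transcription factor gene exceeded another gene in 57.5% ± 2.33 (SD, n = 4) of the pairs and in an NP library in 58.3% ± 1.63 (SD, n = 4), which was not a detectable difference (exact permutation test, 2-sided, p = 0.600).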

Intriguingly, several mRNAs of the spliceosomal complex were enriched in polysomes, whereas mRNAs for several basal transcription factors were enriched in the non-translated mRNA pool. 

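Prpf38a, on chromosome 4 from 108563172 to 108579336, had a mean FPKM of 91.2 ± 67.1 (SD, n = 4) in P and 19.1 ± 11.5 (SD, n = 4) in NP, a log2 fold change of 2.25 (standard error 0.83, adjusted p = 0.420 from limma). P replicate 1, with 25.6, lay within the NP range. Srsf1, on chromosome 11 from 88047373 to 88053755, had 66.3 ± 19.3 (SD, n = 4) in P and 19.2 ± 14.1 (SD, n = 4) in NP, with every P library above every NP library and a log2 fold change of 2.05 (standard error 0.70, adjusted p = 0.416 from limma).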

We found Prpf38A mRNA that encodes the spliceosome protein PRP38 and SRSF1 splicing factor encoding mRNA to be enriched in polysomes (Table S3). This suggests that transcriptionally silent NEBD-stage oocytes contain pre-synthesised mRNAs for proteins involved in both transcriptional initiation and splicing, but the splicing related mRNAs are translated earlier in development.

During the optimization of this novel SSP-profiling protocol, we also used HEK-293 cell line and W303 yeast strain lysates as controls (Figure 1). The performance of SSP-profiling in regard to these conventional samples, in the SW55Ti rotor, was very favourable (Figure 1, Figure 2a and Figure 6). This SW55Ti rotor is occasionally applied in plant science protocols where polysome profiles are often obtained from crude ribosome pellets after centrifugation of lysates over a sucrose cushion in a Type70Ti rotor [67,68]. The SW55Ti rotor, or the even smaller SW60Ti rotor, have been utilised for polysome profiling in a couple of previous studies but either the relevant authors did not provide evidence of the obtained curves or the profiles were obtained from specialised material and/or by different sucrose gradient mediated methods [69,70,71,72]. Owing to these facts and the general sparsity of SW55Ti-derived polysome profile experiments, we decided to carefully compare polysome profiling in SW55Ti and conventional SW41Ti rotors (SW41Ti represents the most often used rotor size format, but sometimes similar SW40Ti is used). Accordingly, for this comparison, we applied the most often studied biological materials; i.e., mammalian cell lines and yeast cells. The results in Figure 1, Figure 6 and Figure S7 suggest that the SW55Ti-based polysome profiles are fully comparable to those conventionally obtained with SW41Ti rotors and that this SSP-profiling protocol is fully compatible with downstream methods. Importantly, the usage of smaller tubes offers economic benefits to the whole polysome profiling methodology, as it not only directly saves on required chemicals (to the extent of ~2.2-fold), but also reduces consumable usage, in terms of the material required for cell growth. We also predict that the three times reduction in centrifugation time, plus the additional shortening of gradient analysis time, will be very attractive for a large number of researchers.

## 4. Materials and Methods

### 4.1. Human Cell Line, Yeast Strains and Mouse Oocyte, Zygotes and 2C-Embryos Isolation and Culture

The human embryonic kidney 293 (HEK-293) cell line was maintained in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Gaithersburg, MD, USA) supplemented with 10% FBS and 2 mM l-glutamine at 37 °C in humidified atmosphere containing 5% CO_2_. Cells were grown to 60%–70% confluency in 150 mm diameter dishes. Cycloheximide was added to medium at final concentration of 0.1 mg/mL. After 10 min, cells were washed with ice-cold PBS supplemented with cycloheximide (0.1 mg/mL) and then scraped in the presence of 800 µL of Polysome Extraction Buffer (PEB; 10 mM HEPES, pH 7.5; 62.5 mM KCl; 5 mM MgCl_2_; 2 mM Dithiothreitol (DTT); 1% Triton X-100; 100 μg/mL cycloheximide; complete EDTA-free (Roche, Basel, Switzerland, 1 tablet/10 mL); and 40 U/mL Ribolock (Thermo Fisher Scientific, Waltham, MA, USA) and collected in 1.5 mL tubes.

Fifty milliliters of the *Saccharomyces cerevisiae* strain W303 bearing a temperature-sensitive mutation in guanylyltransferase (*ceg1-3^ts^*, [50]) gene were cultivated in YPD medium at 24 °C with shaking. The culture was split into two parts at an OD_660 nm_ of 0.6. The first half was immediately harvested, the second one was mixed with pre-warmed, 52 °C-hot medium and cultivated for 12 h at 37 °C. At the time of harvesting, cycloheximide was added to the medium at final concentration 0.1 mg/mL. After 10 min, the cells were pelleted by centrifugation and washed three times with ice-cold water with cycloheximide (0.1 mg/mL). Dry cell pellets were kept at −80 °C for later use.

Germinal vesicle (GV) oocytes were obtained from 8 weeks old CD1 mice, 46 h after injection with 5 IU pregnant mare serum gonadotropin (PMSG, ProSpec, Rehovot, Israel). Oocytes were isolated at the GV stage (0 h) in M16 medium (Sigma-Aldrich, Darmstadt, Germany) [73], supplemented with 100 µM 3-isobutyl-1-methylxanthine (IBMX, Sigma-Aldrich, Darmstadt, Germany) to prevent nuclear envelope breakdown (NEBD). Selected oocytes were denuded and cultured in M16 medium (Sigma-Aldrich, Darmstadt, Germany) without IBMX at 37 °C in 5% CO_2_. After 80 min of culture, those oocytes that underwent NEBD were selected. Finally, after 3 h post-IBMX, cycloheximide at final concentration 0.1 mg/mL was added to medium and oocytes were cultured for 10 further minutes. NEBD oocytes were then transferred to polyvinyl alcohol (PVA) supplemented with cycloheximide (0.1 mg/mL) and stored at –80 °C in a low-binding retention tubes.

In the case of zygotes and two-cell embryos, 48 h post PMSG injection, mice were further injected with 5 IU of hCG (Pregnyl^®^, MSG, Merck Sharp & Dohme B.V, White House Station, NJ, USA) and placed with males for mating. Zygotes and embryos were collected 23 h and 35 h later, respectively, from oviducts, and moved into M2 medium (Sigma-Aldrich, Darmstadt, Germany), which was supplemented with cycloheximide (0.1 mg/mL). After 10 min of cultivation at 37 °C in atmosphere containing 5% CO_2_, they were harvested and stored at −80 °C. All animal work was conducted according to Act No 246/1992 for the protection of animals against cruelty; issued by Ministry of Agriculture of the Czech Republic, 25.09.2014, number CZ02389.

### 4.2. Preparation of Lysates and Polysomal Profiling

All cell types were lysed in PEB. HEK-293 cells were incubated in lysis buffer for 20 min on ice with occasional vortexing. Cell extracts were centrifuged at 8000× *g* for 5 min at 4 °C. Yeast cells were disrupted using acid-washed glass beads in a mixer mill apparatus MM301 (Retsch, Gmbh, Haan, Germany), set at 30 shakes/second for 3 min, followed by immediate cooling on ice. To disrupt oocytes and their rigid zona pellucida (ZP), zirconia-silica beads were added to the tubes containing 200 NEBD-stage oocytes together with 350 µL of lysis buffer. Tubes were placed in MM301 and shaken in the frequency of 30 shakes/second for 1 min followed by immediate cooling on ice for 3 min. This step was repeated 3 times. Lysates were cleared by centrifugation at 10,000× *g* for 5 min at 4 °C and then cast on sucrose gradients, which were prepared in solution containing 10 mM HEPES, pH 7.5; 100 mM KCl; 5 mM MgCl_2_; 2 mM DTT; 100 μg/mL cycloheximide; Complete EDTA-free (1 tablet/100 mL); and 5 U/mL Ribolock (Thermo Scientific). For polysome dissociation experiments, 100 mM EDTA was added to lysis solution without MgCl_2_ prior to disrupting the cells and the resulting lysate was loaded on sucrose gradients supplemented with the same concentration of EDTA. Sucrose gradients were prepared in Gradient Master^TM^ 108 v5.3 (Biocomp, Fredericton, NB, Canada) with the following programs for SW55Ti tubes with long cap: 5%–20% (*w/v*), one-step; 7%–30% (*w/v*), one-step; 15%–40% (*w/v*), one-step; 10%–50% (*w/v*), twelve-step; 15%–55%, two-step; 20%–60% (*w/v*), two-step. SW41Ti long-cap 10%–50% (*w/v*) sucrose gradients were prepared using the eleven-step program. We adjusted the weights of SW55Ti and SW41Ti tubes with prepared gradients to 6.59 g (SW55Ti) and 15.19 g (SW41Ti), respectively, before loading lysates. This protocol improvement allowed us to load the identical volumes of samples and subsequently helped with fitting the position of the loading peak in the polysome profile curve. Meaning, the SW55Ti tube can accommodate 8 OD_260 nm_ of lysate in maximal volume of 300 μL and SW41Ti tube 20 OD_260 nm_ in volume 520 μL. Where lysate concentration is indicated, it corresponds to RNA concentration in the lysate as calculated. Velocity sedimentation was performed in Optima L-90 Ultracentrifuge (Beckman Coulter, Indianapolis, IN, USA) at 45,000 RPM (246,078× *g*) for 65 min at 4 °C in SW55Ti UltraClear^TM^ tubes (Beckman Coulter) or at 35,000 RPM (210,053× *g*) for 180 min at 4 °C in SW41Ti UltraClear^TM^ tubes (Beckman Coulter). Continuous absorbance monitoring at 280 nm was performed using an ISCO UA-5 detector and ISCO UV absorbance reader (Teledyne, ISCO, Lincoln, NE, USA). 60% sucrose solution was pumped into SW55Ti and SW41Ti tubes with the speed 1.8 mL/minute and 2.2 mL/minute, respectively, using NE-1000 syringe pump (New Era Pump Systems, Inc., Farmingdale, NY, USA). Polysome profile data were collected and processed using Clarity Lite software [29].

### 4.3. RNA Isolation, RNA Electrophoresis and qRT-PCR

For coarse RNA isolation from human and yeast cells (Figure 1), we collected SW55Ti and SW41Ti polysome profiles into fractions of equal volume. One microliter of GeneElute^TM^-LPA (linear polyacrylamide, Sigma Aldrich) was added to each fraction as a co-precipitant. After vortexing, equal volumes of 5.25 M guanidine thiocyanate and isopropanol were added. Samples were precipitated overnight and then RNA was spun at 19,000× *g* for 20 min at 4 °C. After two washes with 75% ethanol, pellets were air-dried and RNA corresponding to SW55Ti- and SW41Ti-derived fractions was dissolved in 20 µL and 30 µL of RNase-free H_2_O, respectively. RNA electrophoresis was performed according to [74] with the exception that loading dye was supplemented with 0.1% SDS. We loaded 15 µL (SW55Ti) and 10 µL (SW41Ti) of dissolved RNA. RNA concentration and yield were determined spectrophotometrically at 260 and 280 nm.

High quality RNA isolation from the HEK-293 cell line, mouse oocytes, zygotes and two-cell stage embryos was performed by collecting 10 fractions, of 0.5 mL each, of SW55Ti-derived polysome profiles. Working on ice, 1 µL of GeneElute^TM^-LPA was added, vortexed and immediately added 1 mL of TriReagent (Sigma Aldrich). After vortexing, 350 µL of chloroform was added, again vortexed and centrifuged at 19,000× *g* for 20 min at 4 °C. Equal volumes of isopropanol were added to RNA-containing phases. RNA isolation was then completed as described above in the case of the coarse RNA isolation.

4 µL of RNA from each fraction were reverse-transcribed using 20 U of M-MuLV Reverse Transcriptase (Thermo Scientific) and 0.3 µg of random hexamer primers in a reaction volume of 20 µL. cDNA synthesis was performed at 25 °C for 10 min and then in 37 °C for 5 min followed by incubation at 42 °C for 1 h and subsequent inactivation at 70 °C for 10 min. qRT-PCR experiments were performed using a LightCycler480^®^ (Roche, Basel, Switzerland) and LightCycler480^®^ SYBR Green I Master mix (Roche). The 10-µL reactions were performed in triplicates. Each reaction contained 2 µL of cDNA and 500 nM gene-specific primers (list of used primers is provided in Table S4). The amplification protocol was 95 °C for 5 min; 44 cycles of 95 °C for 10 s, 58 °C for 15 s, 72 °C for 15 s; followed by melting curve determination. For absolute qRT-PCR quantification, we created recombinant pCR^TM^4-Topo^TM^ plasmids (Invitrogen, Carlsbad, CA, USA) containing 18S and 28S rRNA PCR amplicons (Table S4). For qRT-PCR validation of selected transcripts, we took half of dissolved RNA in each collected fraction (10 µL) and created two pools: non-polysomal sample (NP; corresponding to the 40S, the 60S and monosomal peaks, fractions 2–5) and polysomal associated one (P; polysomal region, fractions 6–10). Then, we performed reverse transcription reactions in the final volume 100 µL containing 40 µL of pooled RNA, 2.5 µg of oligod(T_18_) and 1 µg of random hexamer primer and 100 U of M-MuLV Reverse Transcriptase. RT reaction and qPCR conditions were identical as those described above. The relative quantification mode was applied and the mean of 18S and 28S RNA level was used for normalization of NP and P components of the polysome profiles.

### 4.4. RNA-Seq Library Preparation

For RNA-seq, we measured 18S and 28S rRNA content in collected fractions derived from NEBD-stage oocyte polysome profiles and then we pooled fractions as described for the qRT-PCR validation. Pooled RNA was concentrated using RNA Clean & concentrator kit (ZYMO Research, Irvine, CA, USA) and rRNA depleted using Ribozero Gold rRNA Removal kit (Illumina, San Diego, CA, USA). Remaining RNA in each sample was DNAse-treated, reverse transcribed and amplified using the Repli-G WTA single cell amplification kit (Qiagen, Hilden, Germany). cDNA synthesis was primed by a mixture of oligod (T_18_) and random hexamers primers. The amplified cDNA was then processed by the Nextera DNA library prep kit (Illumina) to generate sequencing libraries. Sequencing was performed on HiSeq 2500 (Illumina) with 150 bp paired-end reads.

### 4.5. Bioinformatical and Statistical Analyses

Reads were trimmed using Trim Galore! v0.4.1, checked for sequencing quality using FastQC v0.11.5 and for contamination by mapping to genomes of several model organisms using FastQC Screen v0.11.1, and finally mapped to the mouse GRCm38 genome assembly using Hisat2 v2.0.5 [75]. Gene expression was quantified as fragments per kilobase per million (FPKM) values in Seqmonk v1.40.0 (Manufacturer name, city, state abbreviation if USA or Canada, country). Mapping of RNA-seq reads on mouse genome is accessible in UCSC Genome Browser (https://genome.ucsc.edu/s/lenkagahurova/NAR_Masek_polysome_RNAseq). RNA-seq data have been deposited in Gene Expression Omnibus database under the accession: GSE121358. PCA for transcripts with FPKM >1 was performed using R function (R v3.4.0) within Seqmonk v1.40.0. DeSeq2 (R v3.4.0) was applied to analyse transcripts with differential abundancy in the NP and the P samples. The R code for the translatome analysis is available upon request. qRT-PCR data analyses were performed in the LightCycler 480 software (version 1.5, Roche, Basel, Switzerland) in absolute and relative quantification modes. Gene Set Enrichment analysis was performed by utilising the WEB-based GEne SeT AnaLysis Toolkit (http://webgestalt.org/option.php). Results in Figure 2c and Figure 4d were statistically evaluated by Kruskal–Wallis ANOVA followed by post-hoc Dunn´s multiple comparison test.

## 5. Conclusions

In summary, this study describes SSP-profiling as a novel protocol that is able generate high quality data with all the versatility of currently described and conventional methods. We have demonstrated the suitability of this novel polysome profiling technique by coupling it to RNA-seq screens of polysome associated transcripts from biologically scarce samples, as represented by 200 mouse NEBD-stage oocytes (in the process generating novel and biologically relevant data on a previously unexplored point in mouse oocyte maturation development). Lastly, we have also provided a detailed description of the SSP-profiling experimental technique that we anticipate will aid its adoption in the wider scientific community.

## Figures and Tables

**Figure 1:**
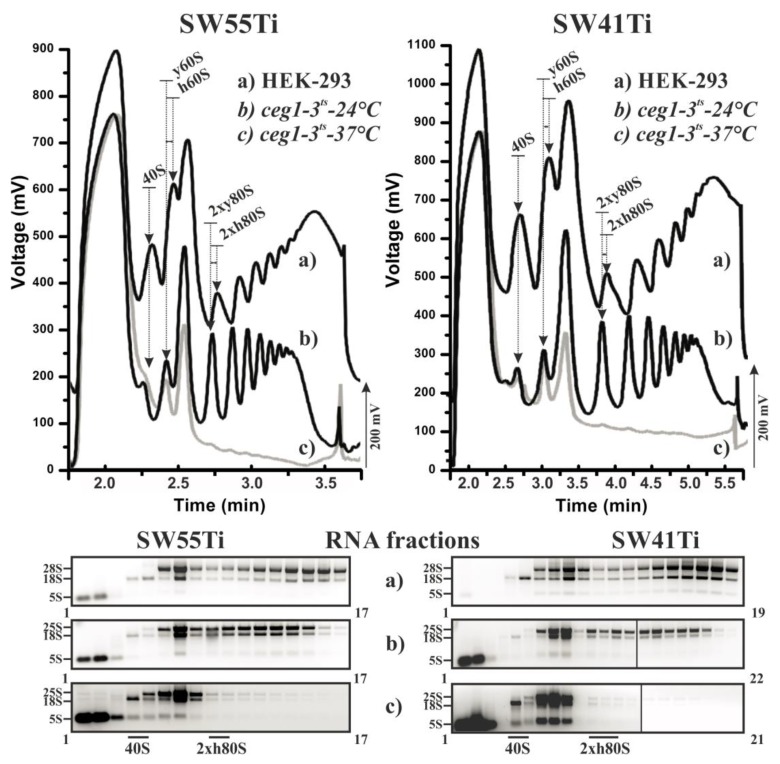
Performance of polysomal profiling in SW55Ti centrifugation tubes. Identical cell lysates from HEK-293 cells (a) and yeast strain W303 *ceg1^ts^* cultivated either at 24 °C (b) or 37 °C (c) were loaded on 10%–50% sucrose gradients prepared either in SW55Ti tubes (left panels) or SW41Ti tubes (right panels). RNA was isolated from equal fractions of the respective profiles and loaded on agarose gel (lower panels). Individual fraction numbers are indicated next to each electrophoretogram. Note in upper polysome profiles the obtained HEK-293 curves are shifted up by 200 mV to prevent overlapping with the yeast derived data curves. Arrows indicate the position of specific peaks within the profiles: i.e., 40S, small ribosomal subunits; 60S, large ribosomal subunits; and 2 × 80S, low molecular weight polysomes consisting of two ribosomes; h denotes human and y signifies yeast ribosomal subunits/polysomes. To the left of each electrophoretogram are denoted the positions of rRNAs in corresponding gels (note, the 5S rRNA label denotes the collective positions of 5.8S rRNA, 5S rRNA and tRNAs in gels).

**Figure 2:**
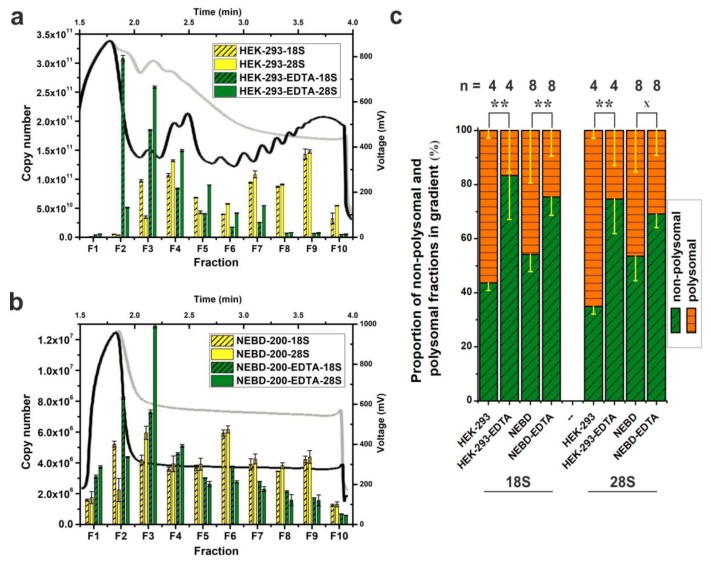
qRT-PCR-based visualization of polysome profiles from scarce samples using SW55Ti tubes. Comparison of polysome profiles of HEK-293 cells (**a**) and 200 NEBD-stage oocytes (**b**). Black curves and yellow columns in each chart indicate untreated lysates; EDTA-treated polysome profiles are traced in light grey and green columns. Absolute copy number of 18S and 28S rRNA was determined in fractions F1–F10 and error bars display ±SD of qPCR technical triplicates. (**c**) Proportion of the non-polysomal (NP, fractions F2–F5, in green) and polysomal (P, fractions F6–F10, in orange) parts of profiles from untreated and EDTA-treated HEK-293 cells and NEBD-stage oocytes; error bars, ±SD; *n*, number of independent biological replicates; ** *p* < 0.001; x signifies a lack of significance; only non-treated and EDTA-treated pairs from Dunn’s multiple comparison are displayed.

**Figure 3:**
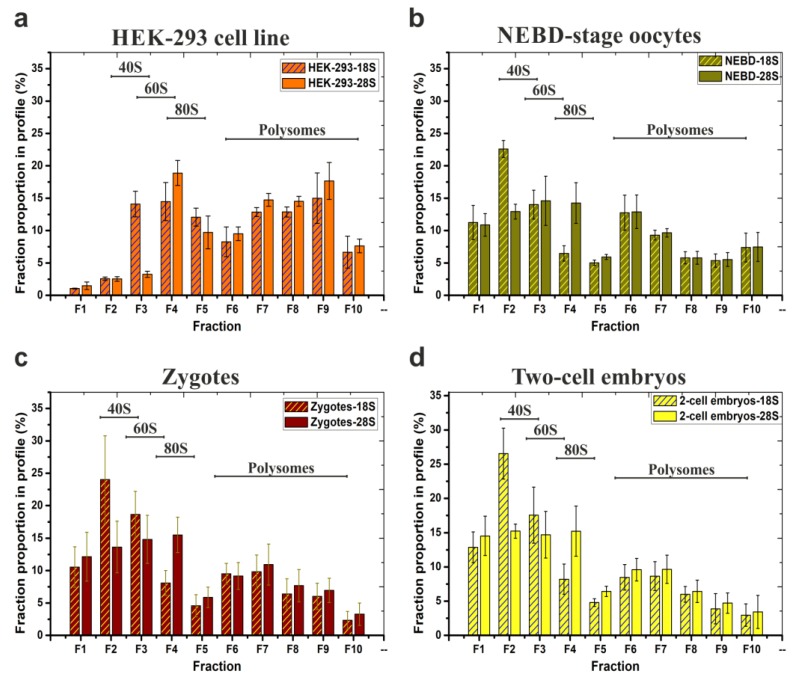
Typical distribution and abundance of ribosome- and polysome- ribonucleoprotein complexes in polysome profiles as determined by qRT-PCR analysis. Data are derived from four biological replicates of: (**a**) HEK-293 cell line (note, the same samples were analysed in Figure 2c); (**b**) 200 mouse NEBD-stage oocytes used for RNA-seq; (**c**) 200 zygotes and (**d**) 200 two-cell embryos. 18S and 28S contents in each fraction are displayed as percentages of the respective fraction compared to the whole polysome profile; error bars indicate ±SD of biological replicates. Note, qRT-PCR-based visualization of individual replicate/source polysome profiles are included in Figure S4.

**Figure 4:**
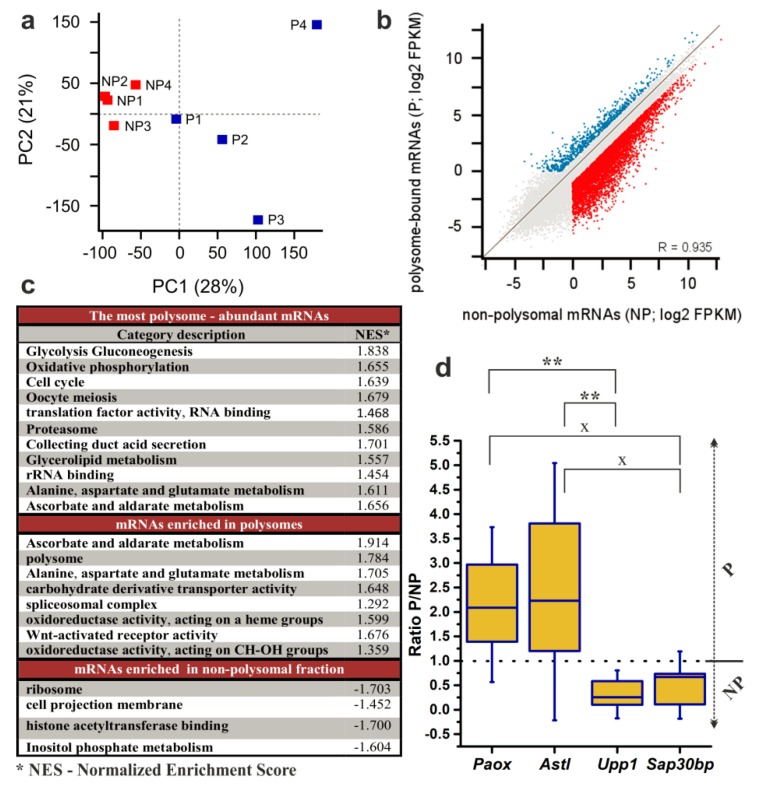
Analysis of RNA-seq results of 200 NEBD-stage oocytes. Non-polysomal (NP) and polysomal (P) RNAs were sequenced in four biological replicates. (**a**) Principal Component Analysis was applied to demonstrate variability among biological replicates. (**b**) Scatter plot highlighting genes with FPKM > 1 (fragments per kilobase per million reads mapped > 1) and > 2-fold enrichment in the NP (blue) and in the P (red). (**c**) Enriched gene categories according to GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) terms in dataset of all expressed genes with cut-off score of FPKM > 1. (**d**) qRT-PCR determination of the P/NP ratio for selected transcripts in three additional biological replicates. Box plot displays mean, 25th and 75th percentile and ±SD; dotted line indicates no fold change; ** *p* < 0.01; x signifies a lack of significance; Dunn´s multiple comparison is displayed only for pairs of transcripts that have been originally selected to be preferentially enriched in either the P or the NP dataset according to DeSeq2.

**Figure 5:**
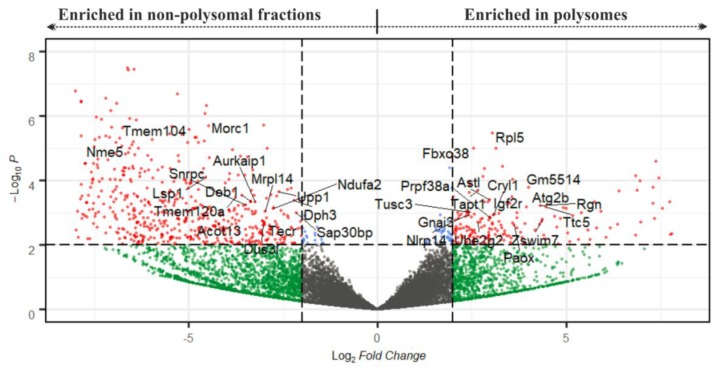
Volcano plot depicting transcripts according to their P/NP ratio after DeSeq2 analysis. The cut-off scores for the P/NP ratio (displayed as Log_2_ Fold Change) and the adjusted *p*-value (P*_adj_*, displayed as –Log_10_*P*) were set to 4 and 0.01, respectively. Red spots denote mRNAs that are significant in both parameters; cut-off scores are marked with dotted lines. Gene names highlight mRNAs with strong expression (with FPKM > 80 in at least one from P and NP datasets, Table S3).

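Of the transcripts named in this plot as higher in P, Rpl5 had the lowest adjusted p in limma, 0.394, with a log2 fold change of 2.27 (standard error 0.65), a mean FPKM of 103 ± 53.2 (SD, n = 4) in P and 18.0 ± 4.77 (SD, n = 4) in NP, and every P library above every NP library. The same separation held for Gnai3, with a log2 fold change of 1.78, and Nlrp14, with 1.49. For Gm5514, which the annotation lists as a processed pseudogene, and for Atg2b, Rgn, Ttc5, Cryl1, Igf2r and Ube2g2 the libraries overlapped. Atg2b rested on P replicate 4, with 247 against 3.70 to 48.8 in the other P libraries, and Igf2r likewise, with 275 against 11.0 to 85.0. Among those named as higher in NP, Nme5 had a log2 fold change of −5.72 (standard error 0.97, adjusted p = 0.148 from limma), Acot13 −4.35 (0.85, 0.315) and Snrpc −4.11 (0.81, 0.315). Nme5 was called with a pseudocount of 0.1 (adjusted p = 0.0479 from limma), without P replicate 1 (0.0811) and by voom (0.0228). Every NP library lay above every P library for Nme5, Snrpc, Aurkaip1, Mrpl14, Ndufa2, Lsp1, Deb1, Acot13, Tecr and Dph3, while Tmem120a and Dus3l overlapped. The mean of Lsp1 in NP, 364 ± 571 (SD, n = 4), rested on NP replicate 4.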

**Figure 6:**
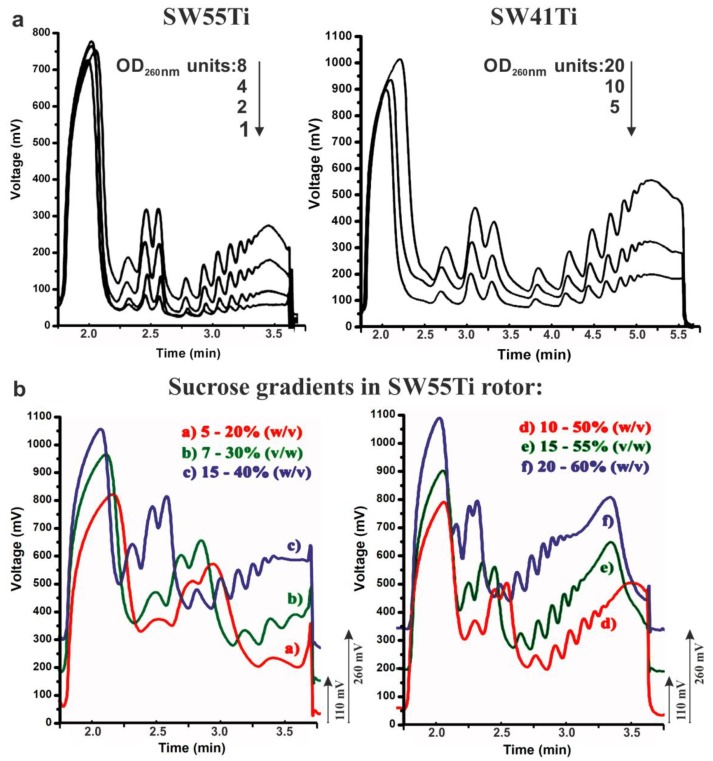
Sensitivity limit and versatility of polysome profiling in SW55Ti tubes. (**a**) 1–8 OD_260 nm_ of HEK-293 lysates were loaded onto 10%–50% sucrose gradients (in SW55Ti specific tubes) and centrifuged at 45,000 RPM for 65 min at 4 °C (left). Peak readability was compared to the one of conventional polysome profiles made in SW41Ti tubes, where 5–20 OD_260 nm_ were loaded onto 10%–50% gradients which were centrifuged at 35,000 RPM for 3 h at 4 °C (right). (**b**) Sucrose gradients of varying sucrose concentration ranges were prepared in SW55Ti tubes (a–f). Profiles in b + e and c + f were shifted up by 110 and 200 mV, respectively, to prevent overlapping of curve traces (to aid interpretation).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/4/1254/s1. Supplementary Materials include Figure S1. Influence of different centrifugation times and speeds on polysomal profile performance in SW55Ti centrifugation tubes and rotor; Figure S2. Spectrophotometric measurement of quantity and purity of isolated RNA obtained from polysome profile fractions of HEK-293 human cell line and W303 ceg1ts yeast strain; Figure S3. qRT-PCR analyses of HEK-293 cell and NEBD-stage oocyte polysome profiles including parallel measurements of DNA contamination and information about cell numbers and total RNA contents in input lysates; Figure S4. qRT-PCR-based visualizations of individual replicate/source polysome profiles used for Figure 2c and Figure 3; Figure S5. Validation of the selected polysome-enriched zygotic mRNAs; Figure S6. Plots represent the P/NPs or FPKM values in the P and the NP datasets of individual transcripts according to their lengths. Figure S7. Reduced-sized-, 5-mL-SW55Ti ultracentrifugation tubes can accommodate enough cell lysate to detect moderately abundant protein in polysome profile fractions (contains the following references: [76,77,78]; Table S1. List of expressed genes with mean FPKM higher than 0.1 in at least one dataset; Table S2. Sheet S2-1: GSEA according to FPKM in P dataset, Sheet S2-2: GSEA according to P/NP ratio; Table S3. DeSeq2 analysis of polysome-bound mRNAs versus non-polysomal mRNAs; Table S4. List of used primers.

# Supplementary material for: Identifying the Translatome of Mouse NEBD-Stage Oocytes via SSP-Profiling; A Novel Polysome Fractionation Method
**Source:** Int J Mol Sci. 2020 Feb 13;21(4):1254. doi: 10.3390/ijms21041254
**Supplement:** Supplementary file 1

**Figure S1:**

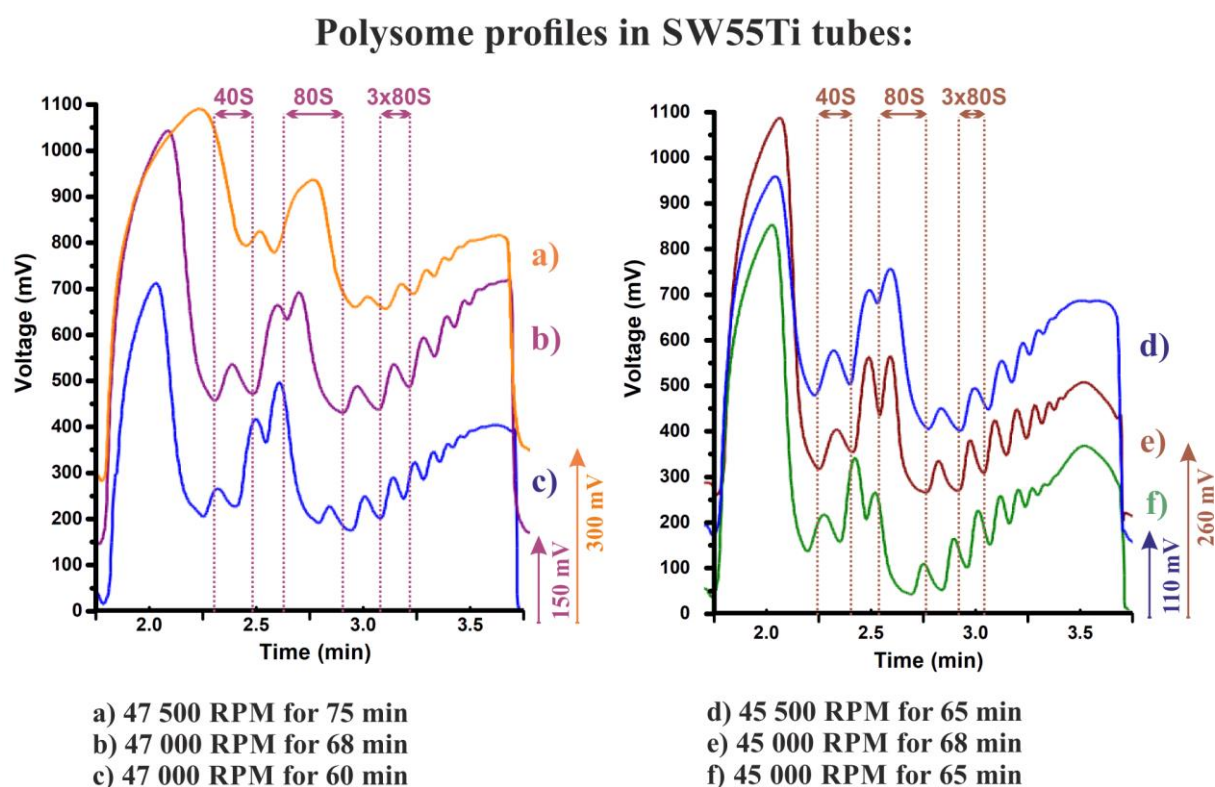

**Figure S1:** Influence of different centrifugation times and speeds on polysomal profile performance in SW55Ti centrifugation tubes and rotor (a - f). Dotted lines demarcate positions of individual peaks denoted above double-arrowed lines in polysome profile under the letter b) (in violet) and e) (light brown), respectively. 40S, small ribosomal subunit; 80S, monosome; 3 x 80S; three monosomes.

Figure S2:

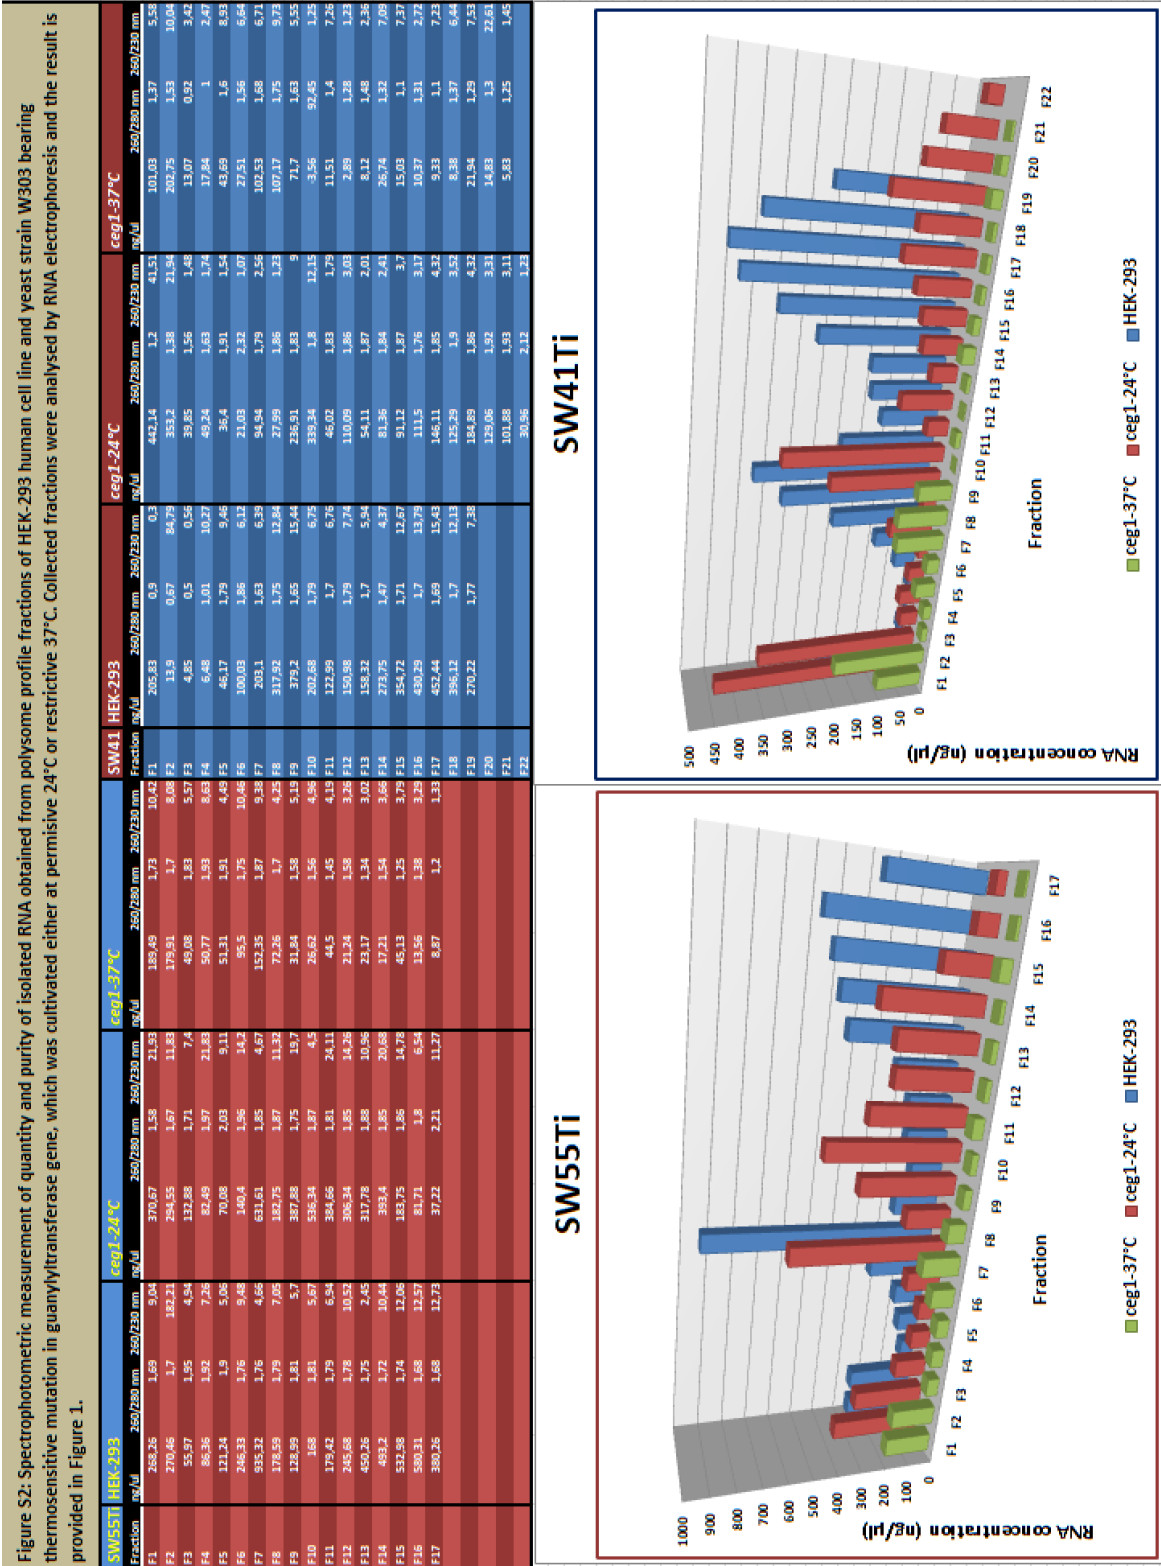

**Figure S3:**

HEK-293 and NEBD-stage lysates were prepared (a) after counting the number of HEK-293 cells prior to lysis (the number of oocytes was fixed at 220). The initial OD<sub>260nm</sub> of the HEK-293 lysate was measured using a Nanodrop (for NEBD-oocytes this was not technically applicable), before performing HEK-293 lysate serial dilutions in the range from 100x – 10 000x. Additionally, 19 ul of each dilution was subjected to RNA isolation and the RNA concentrations were determined using Agilent BioAnalyzer and compared with RNA content of NEBD-stage oocyte lysate.

We performed qRT-PCR on the HEK-293 polysome (10 000x) fractionation (b) and NEBD-stage oocytes (d). In parallel, we prepared reverse transcription controls (c and e) to measure any contaminating DNA in the obtained polysome profile fractions (i.e. the same RNA volume of each fraction was used to prepare reverse transcription reactions with and without enzyme and the individual samples were subsequently co-processed equally).

a)

| Cell numbers and lysate volumes                                               |                 |                            |                               |                               |                                       |                                          |                                       |                                                               |                                                             |
|-------------------------------------------------------------------------------|-----------------|----------------------------|-------------------------------|-------------------------------|---------------------------------------|------------------------------------------|---------------------------------------|---------------------------------------------------------------|-------------------------------------------------------------|
|                                                                               | dish            | confluency                 | cell number                   | total lysate volume (ul)      | lysate OD (ng/ul, Nanodrop)           | volume of lysate loaded on gradient (ul) | Cell number loaded on gradient        | volume of lysate used for RNA isolation/serial dilutions (ul) | Cell number in lysate used for RNA isolation (in undiluted) |
| HEK-293                                                                       | 1x15cm          | 80-90%                     | 2,31E+08                      | 770                           | 1470                                  | 190                                      | 5,69E+07                              | 19ul                                                          | 5,69E+06                                                    |
| NEBD-oocytes                                                                  | NA              | NA                         | 220                           | 330                           | NA                                    | 300                                      | 200                                   | 30 ul                                                         | 20                                                          |
| Total RNA content determined by Agilent - picochip and rRNA/rDNA copy numbers |                 |                            |                               |                               |                                       |                                          |                                       |                                                               |                                                             |
|                                                                               | dilution factor | total amount (pg in 20 ul) | Corresponding number of cells | 18S rRNA copy number in whole | 28S rRNA copy number in whole profile | 18S rDNA copy number in whole profile    | 28S rDNA copy number in whole profile | 18S rRNA/rDNA ratio                                           | 28S rRNA/rDNA ratio                                         |
| HEK-293                                                                       | 100x            | 1290                       | 5,69E+04                      |                               |                                       |                                          |                                       |                                                               |                                                             |
|                                                                               | 1000x           | 262                        | 5,69E+03                      |                               |                                       |                                          |                                       |                                                               |                                                             |
|                                                                               | 10000x          | 47                         | 5,69E+02                      | 2,11E+08                      | 2,41E+08                              | 6,36E+03                                 | 2,85E+03                              | 3,32E+04                                                      | 8,47E+04                                                    |
| NEBD-oocytes                                                                  | NA              | 14                         | 2,00E+01                      | 2,79E+07                      | 2,85E+07                              | 4,06E+02                                 | 3,69E+02                              | 6,88E+04                                                      | 7,73E+04                                                    |

b)

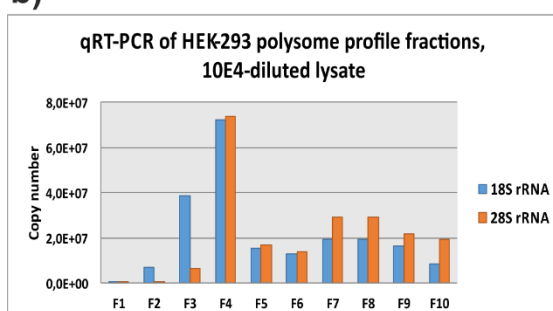

c)

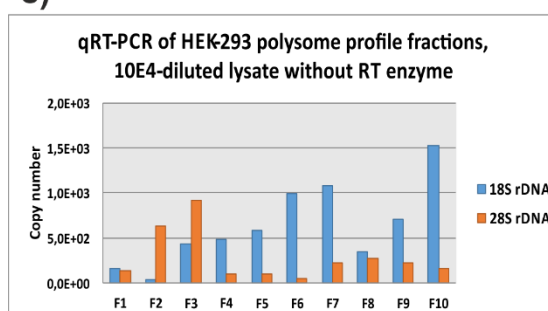

d)

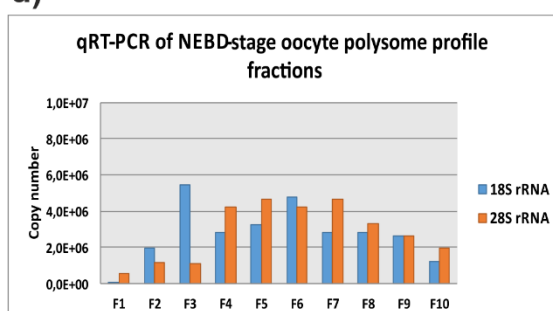

e)

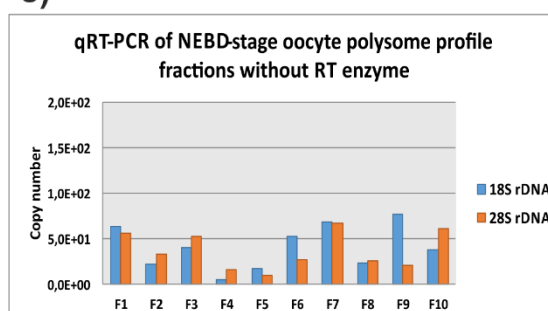

**Figure S4:**

qRT-PCR-based visualizations of individual replicate/ source polysome profiles used for Figure 2c and Figure 3.

- in figure 2c and 3a:

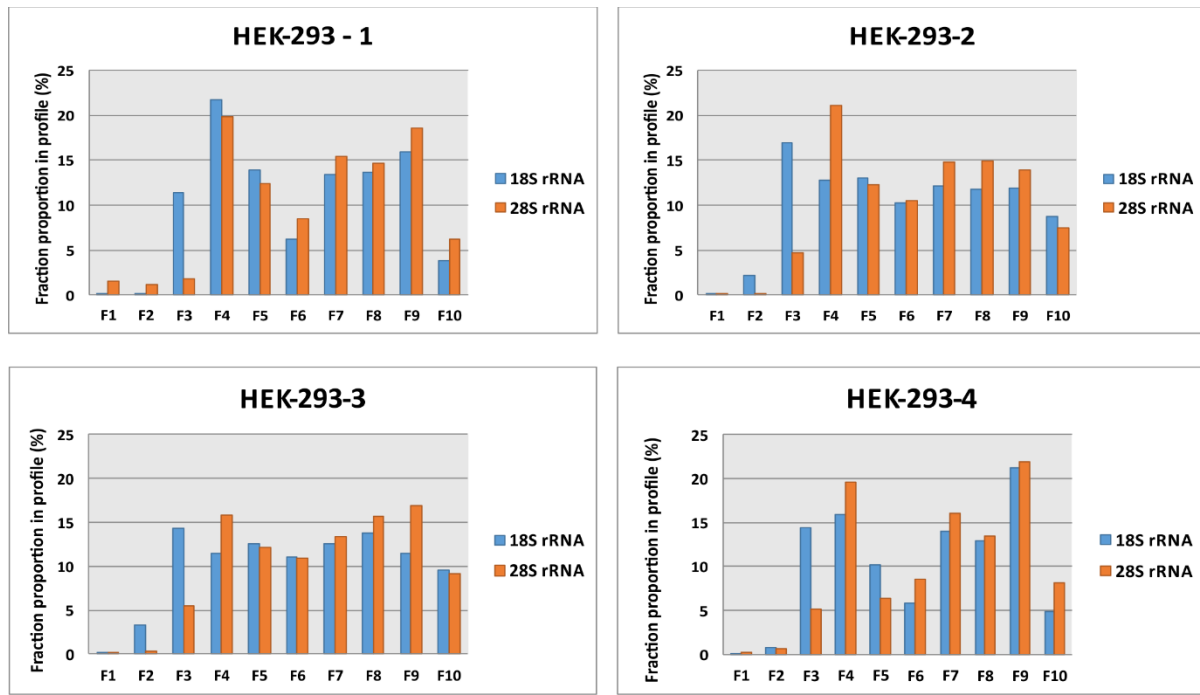

- in figure 2c:

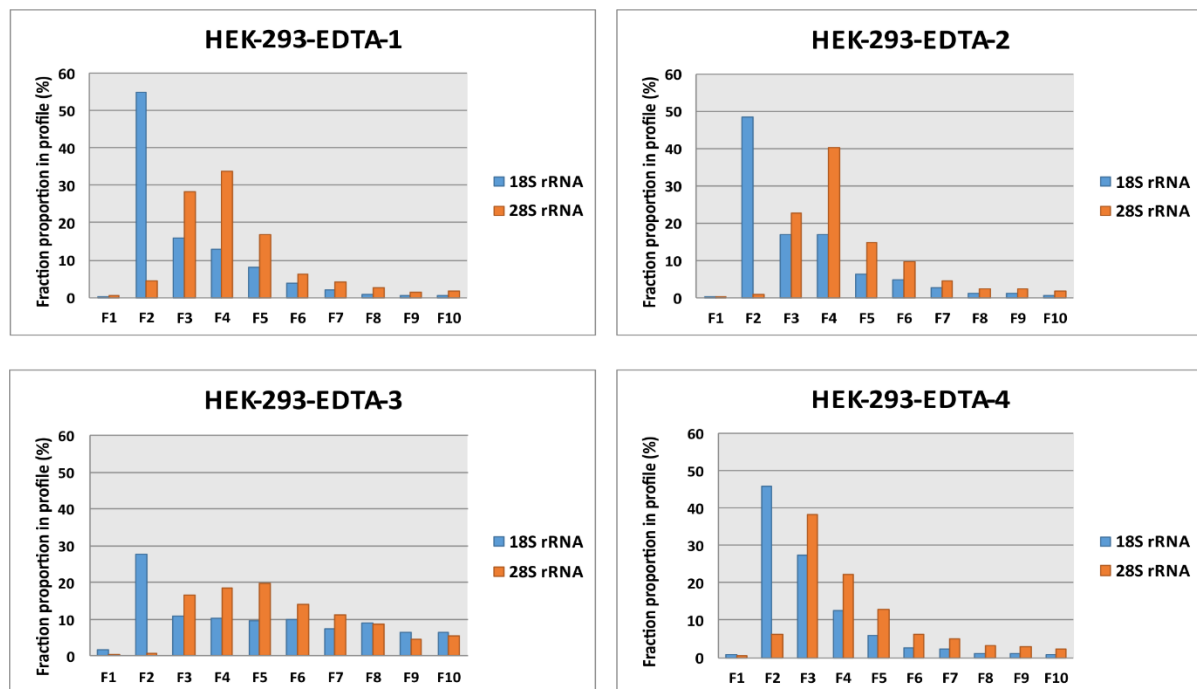

- in figure 2c:

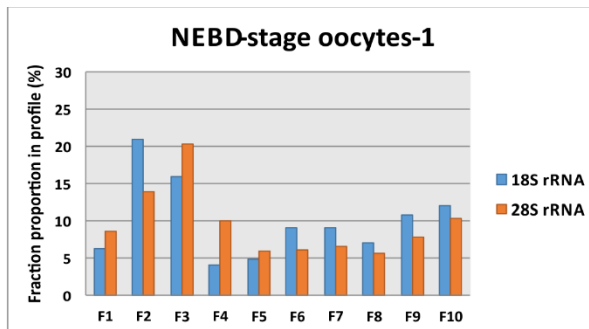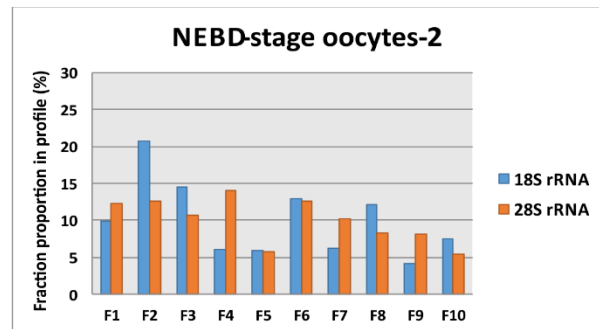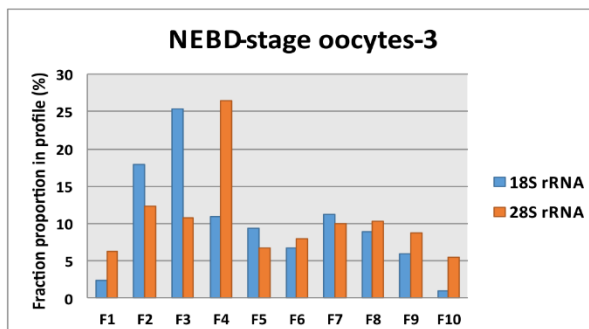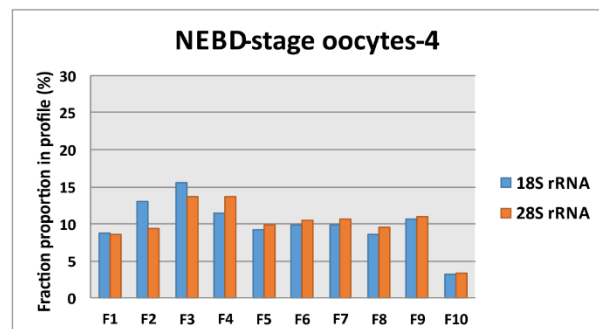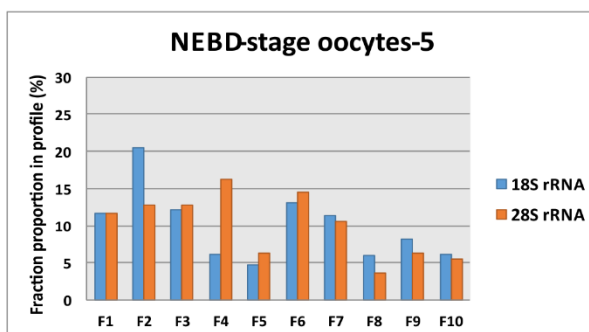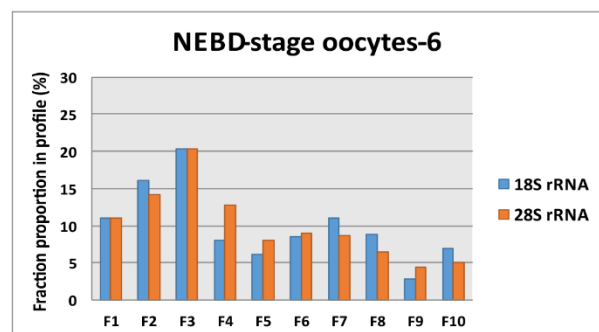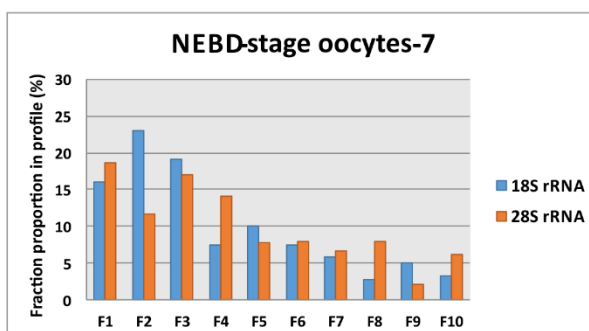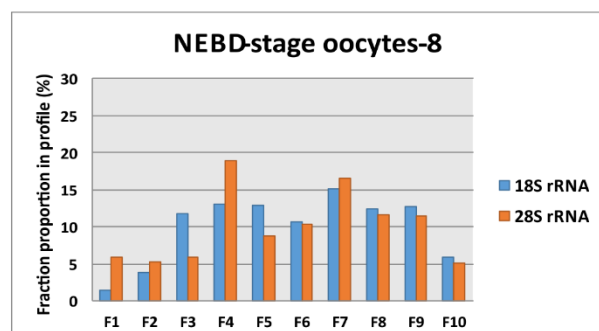

- in figure 3b:

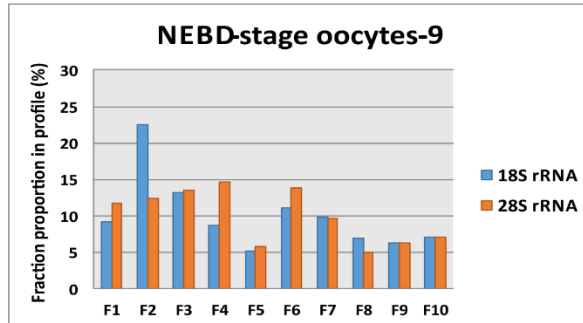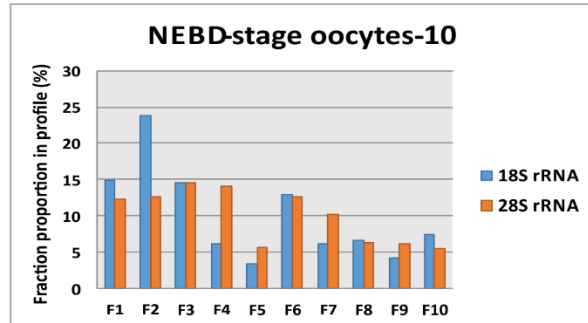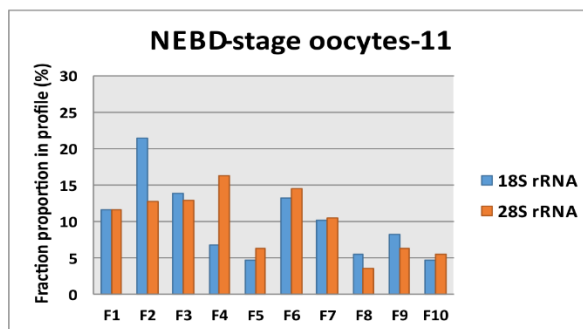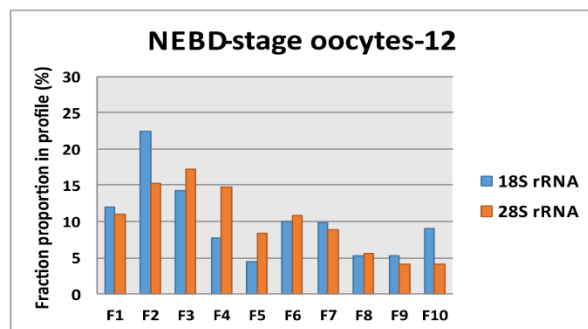

- in figure 2c:

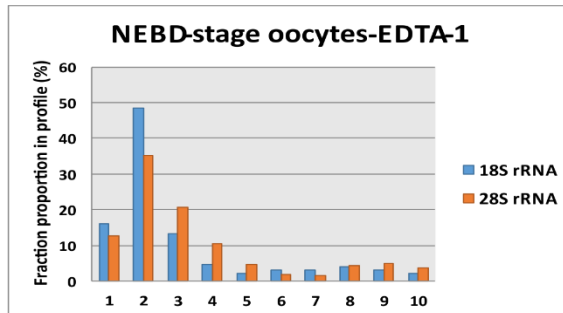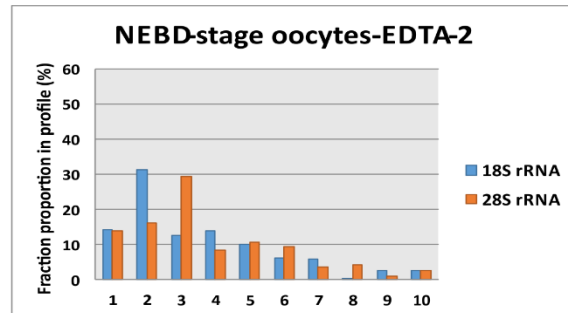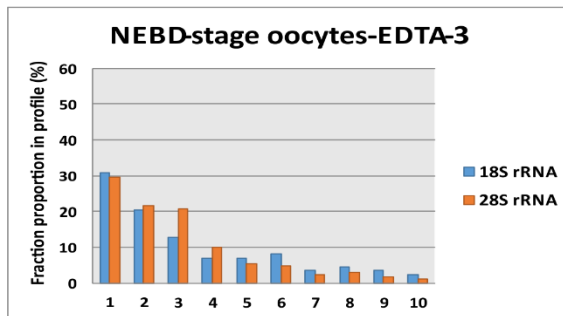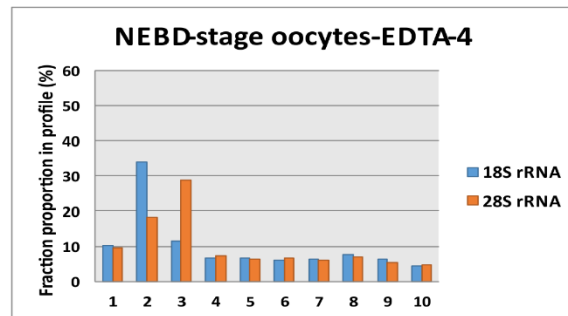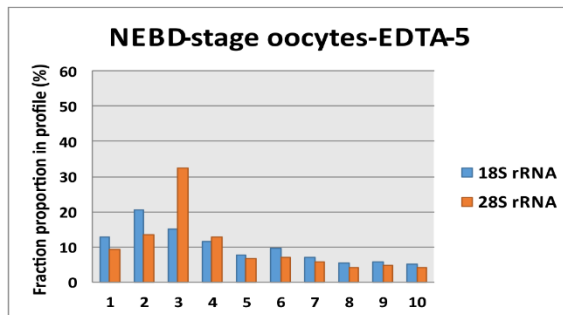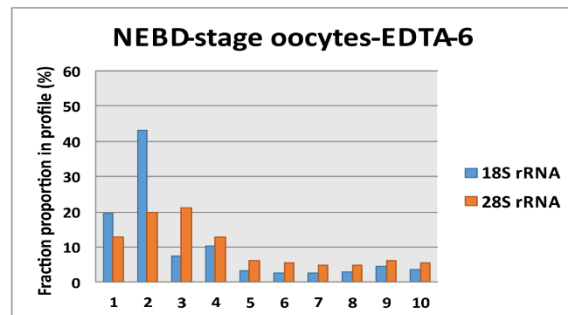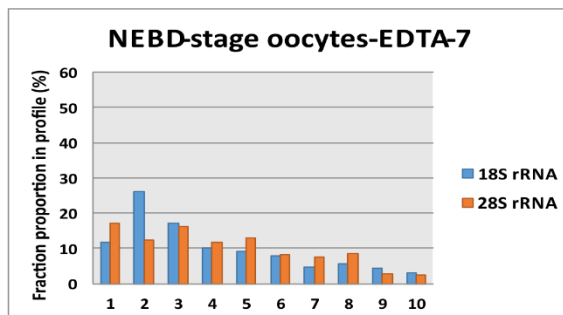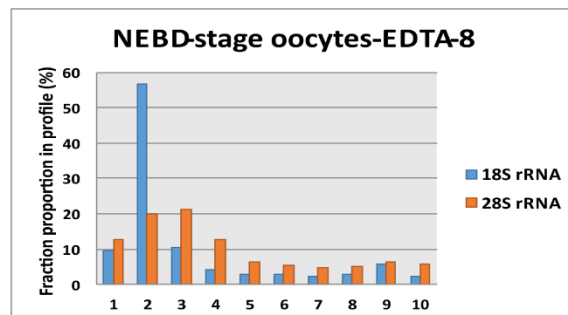

- in figure 3c:

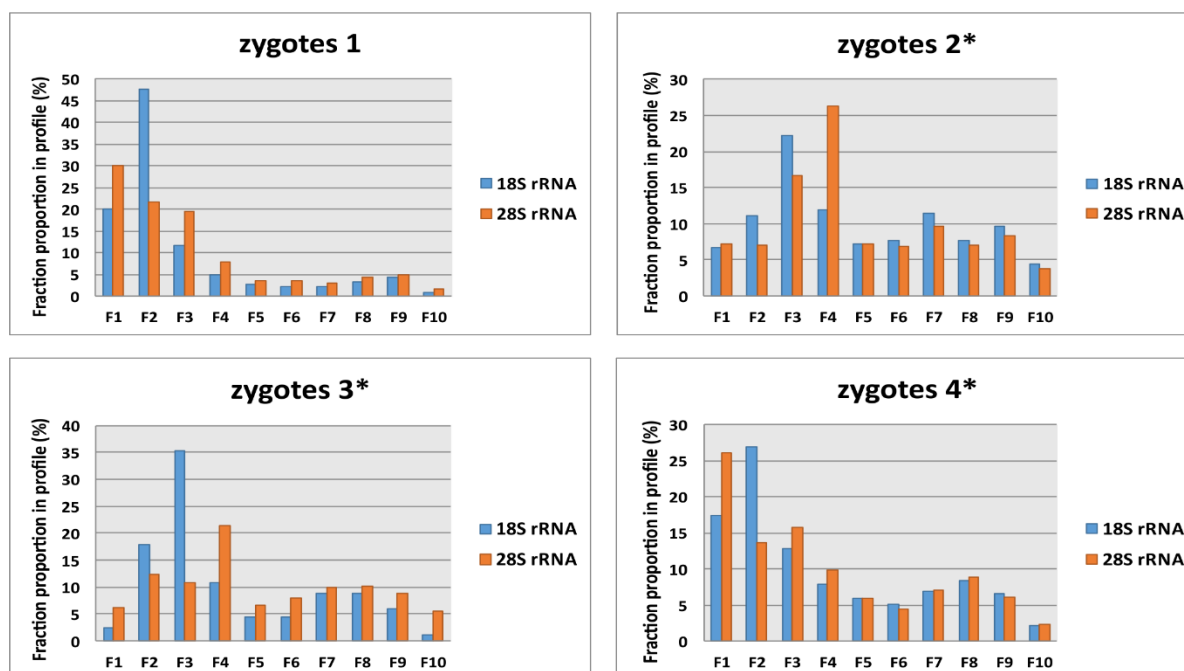

\* zygotic samples selected for RNA-seq (performed by Dr. Ch.-J. Lin, see also Figure S5)

- in figure 3d:

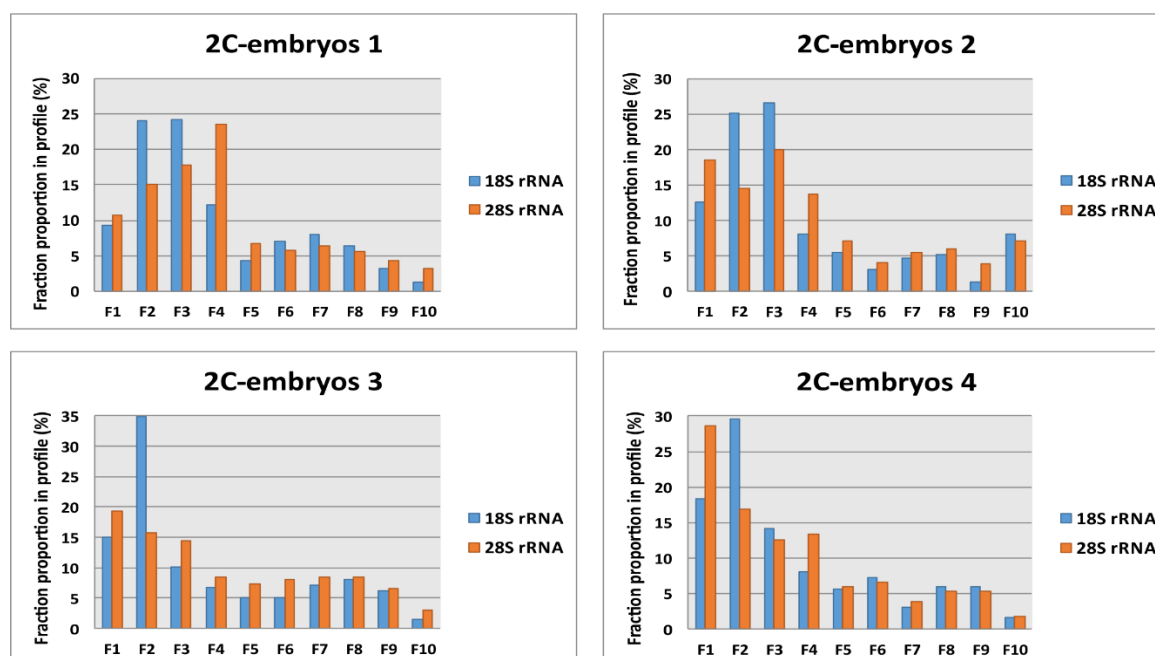

**Figure S5:**

**a**

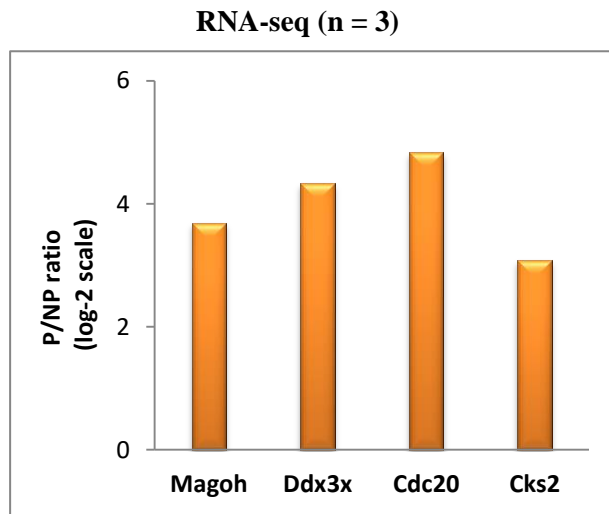

**b**

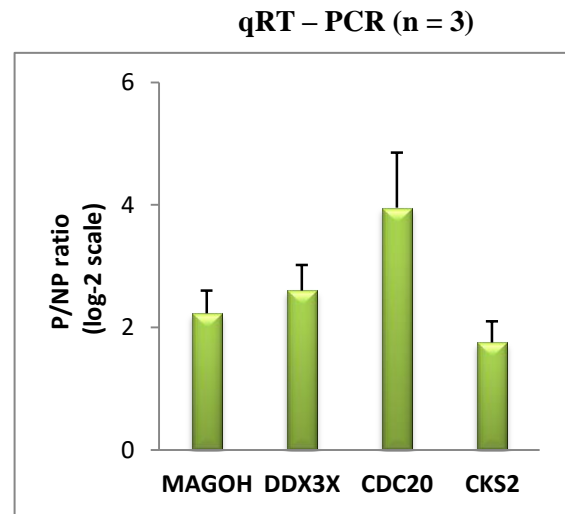

**Figure S5: Validation of the selected polysome-enriched zygotic mRNAs.**

- Fold changes of the relative enrichment of polysome-bound mRNAs from RNA-seq datasets. RNA-seq was performed with three biological replicates of samples of 200 zygotes. qRT-PCR visualization of respective polysome profiles is provided in Figure 3B. P/NP ratio was calculated from mean FPKM values in P and NP datasets for particular mRNA.
- qRT-PCR validation of the selected transcripts. Average values of P/NP ratio are plotted. Copy number of individual transcripts was normalized to mean copy number of reference transcripts *Hprt1* and *H2A.1* before calculating the ratio. Experiments were performed in 3 biological replicates. Sequences of used primers are listed in Supplementary dataset S4. Error bars refer to +SD.

**Figure S6:**

Plots represent the P/NPs or FPKM values in the P and the NP datasets of individual transcripts according to their lengths.

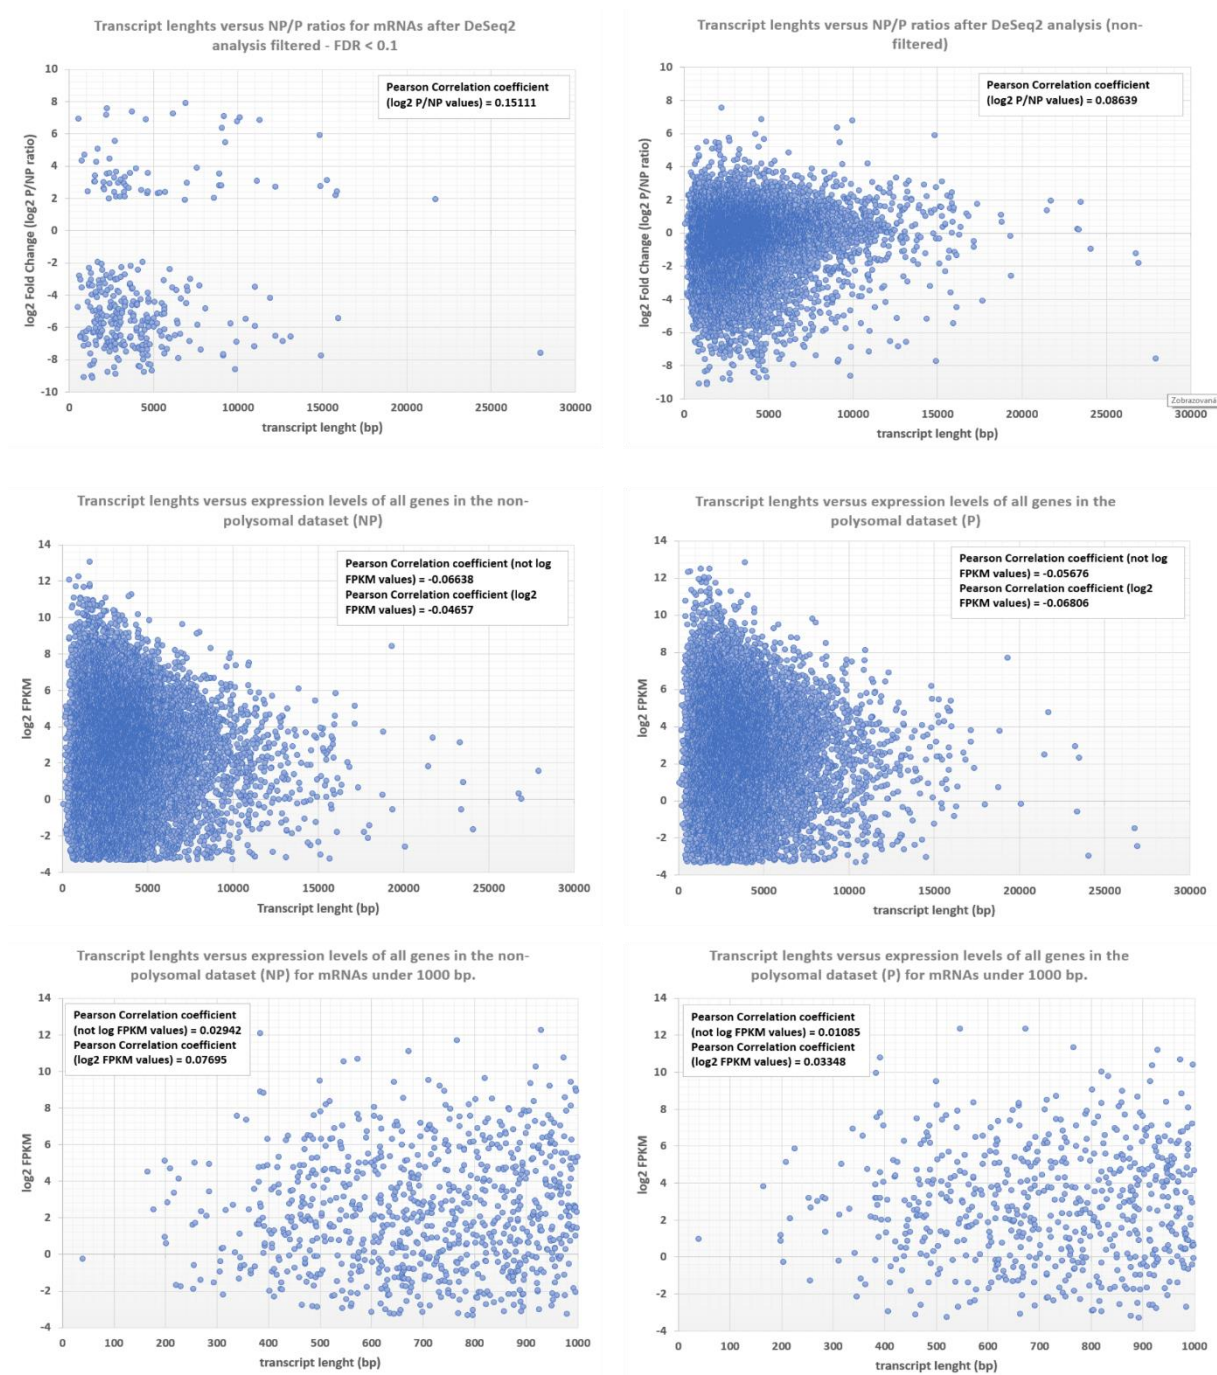

## Figure S7:

### Reduced-sized-, 5-ml- SW55Ti ultracentrifugation tubes can accommodate enough cell lysate to detect moderately abundant protein in polysome profile fractions.

#### Aim:

We wanted to confirm that our reduce-sized polysome profiling method is compatible with such western blot analysis and to further test, which concentration of KCl in the sucrose gradient is optimal to detect specific ribosome/polysome interaction with assayed protein. It is known that the gradual increase in salt concentration, first causes the removal of non-specifically-bound proteins, then the disassembly of vacant 80S ribosomes, and eventually to the stripping of specifically interacting protein partners [1]. We therefore chose to assay the association of eukaryotic translational initiation factor 4E (eIF4E), which is the major cap-binding protein and should sediment with its highest detectable signal at the right side of the 40S peak (where the 48S pre-initiation complex sediments) and in lesser extent in the monosomal and polysomal fractions.

#### Results:

To test this assumption, HEK-293 cell lysate was prepared in a buffer containing 62.5 mM KCl but then loaded on a series of 10-50% sucrose gradients with gradually increasing KCl concentrations, ranging from 62.5 mM to 200 mM (Figure herein). In this case, ultra-centrifugation was performed for 65 minutes at 47,500 RPM at 4°C as was evident from the lack of very high-molecular polysomes in the profiles (compare Fig.1 and Figure herein and see Supplementary Figure S1). eIF4E was found to be most abundant in fractions 3 – 5 and 2 - 4 in the gradients containing 62.5 mM KCl and 100 mM KCl, respectively, with the fraction 4 most likely containing the majority of 48S complexes. The inclusion of 140 mM and 200 mM KCL into the sucrose gradients resulted in detection of the eIF4E only in the fractions 1 and 2, which corresponded to the position of the loaded sample and did not contain any ribosomal complexes (see Figure herein). An overlay of polysomal profiles obtained in gradients of varying KCl demonstrates the effect of salt increasing concentration on the disassembly of vacant 80S ribosomes, as is evident from gradually increasing peaks corresponding to the 40S and the 60S ribosomal subunits.

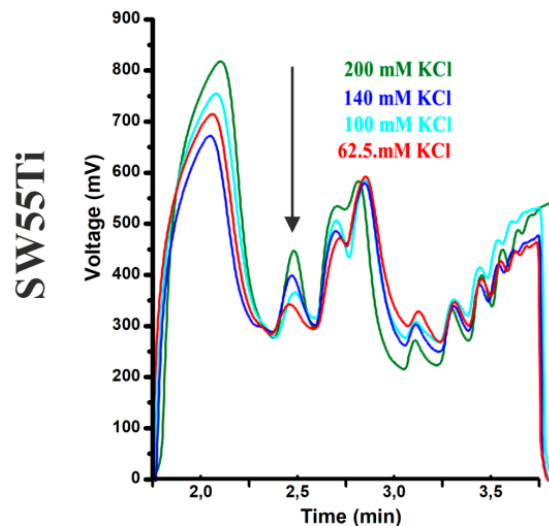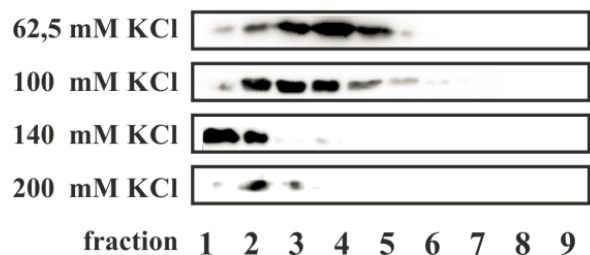

**Suitability of SW55Ti-based setup for Western blot analysis.** HEK-293 lysate was loaded onto 10 – 50% sucrose gradients with gradually increasing concentration of KCl (62,5 – 200 mM; as indicated). Polysome profiles obtained (upper traces) and western blot data probing the eukaryotic translation initiation factor 4E (eIF4E) in fractionated profiles (lower panel) are presented.

### **Conclusion and discussion:**

The intensity of the eIF4E western blot signal indicates that the reduced volume SW51Ti tube specific protocol can accommodate enough cell lysate to detect any moderately abundant protein.

We also demonstrated that the KCl concentration used, ultimately affects the western blot result. The effect of salt concentration has been previously reported [1] but it is often underappreciated and we suggest that this kind of control (*i.e.* employing various salt concentrations) is advisable to be sure that the studied protein is specifically bound to ribosomes/polysomes.

### **Methods:**

Proteins from polysome profile fractions were purified according to [2] by TCA – isopropanol procedure and dissolved in 1x Laemmli buffer supplemented with 50 mM TCEP (Sigma-Aldrich) and 1x Complete protease inhibitor cocktail (Sigma Aldrich). Western blot analysis was performed as previously described in [3] with the following modifications: proteins were transferred on PVDF membrane (Biorad); chemiluminescence signal was acquired on ImageQuant LAS4000 Series imaging system (GE Healthcare Life Sciences); primary antibody was rabbit polyclonal eIF4E1 (E5906) from Sigma Aldrich and secondary antibody was goat anti-rabbit IgG-HRP (sc-2004) from Santa Cruz.

### **References:**

1. Sivan, G.; Kedersha, N.; Elroy-Stein, O. Ribosomal slowdown mediates translational arrest during cellular division. *Molecular and cellular biology* **2007**, *27*, 6639-6646, doi:10.1128/mcb.00798-07.
2. Frydryskova, K.; Masek, T.; Borcin, K.; Mrvova, S.; Venturi, V.; Pospisek, M. Distinct recruitment of human eIF4E isoforms to processing bodies and stress granules. *BMC molecular biology* **2016**, *17*, 21, doi:10.1186/s12867-016-0072-x.
3. Zamostna, B.; Novak, J.; Vopalensky, V.; Masek, T.; Burysek, L.; Pospisek, M. N-terminal domain of nuclear IL-1alpha shows structural similarity to the C-terminal domain of Snf1 and binds to the HAT/core module of the SAGA complex. *PloS one* **2012**, *7*, e41801, doi:10.1371/journal.pone.0041801.

How the deposited data were processed for this re-analysis (not part of the article)

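The 8 libraries, 4 for the polysomal (P) and 4 for the non-polysomal (NP) dataset, came from SSP-profiling gradients, each profile being obtained from 200 oocytes of 8 weeks old CD1 mice that were cultured for 3 h and treated with 0.1 mg/mL cycloheximide for 10 min. The condition and replicate number of each library were taken from its title. Per the labels, both pools of RNA are parts of one fractionated gradient, so libraries with the same number were taken as pairs, although no source used here states that a number marks the same gradient in both datasets. Deviations from the dataset means correlated at 0.139, 0.0518, 0.251 and 0.155 for the pairs 1 to 4 over 11374 genes, and at −0.135 to 0.136 for other numbers, the highest of these being NP replicate 2 with P replicate 1. The fit without a block was set as the first choice, and a fit with the replicate number as a block was run beside it. The exact permutation tests do not use the pairs, since 4 pairs alone could not reach a p below 0.05. Other experiments of the paper, among them the qRT-PCR measurements and the zygote libraries, were not analysed here.

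The authors trimmed the reads with Trim Galore 0.4.1, mapped them to GRCm38 with Hisat2 2.0.5 and quantified genes in Seqmonk 1.40.0, with R 3.4.0 for the statistics. The main table holds FPKM values of 25574 genes in each library, normalized by the authors for gene length and for a number of reads per library, and not log-transformed. Means of the libraries given in the same table differed from the means computed here by at most 0.000575 FPKM. A table of expressed genes holds 14288 genes, of which 14217 were matched by symbol, and 94.4% of these had mean FPKM values within 1% or 0.01 FPKM of those computed here. Its ratio columns were made by the authors by dividing the mean FPKM of one dataset by that of the other, with a mean of 0 replaced by 0.0001. The authors' deposited table of DESeq2 results holds 355 transcripts and was used for comparison, for reading the paper's calls and for restricting the length comparison. Its log2 fold changes of P over NP were made by the authors with DESeq2, and whether they were shrunken is not given in the sources used here. Its p values and FDR values were made by the authors with DESeq2 and are restricted to an FDR below 0.1, per the file headers.

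The FPKM values are not counts, so no count model was fitted to them directly. The number to which each library was scaled was recovered from the steps between FPKM values, using the merged exon length of the annotation for 7615 genes and a searched length between 100 and 30000 bp for 6154 genes. Reads were recovered for 13769 genes, 88.3% of the 15585 genes with a value above 0. Of the 25574 genes, 22667 were matched to the annotation by symbol and chromosome, 1945 by an older symbol, and 962 were not matched. The recovered number was between 1299377 and 7594637 in NP and between 2677946 and 4699328 in P. Counting error of single reads is therefore largest for genes near an FPKM of 0.1, and reads from amplified cDNA without molecular identifiers are not independent molecules.

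Detected genes and 2-fold enriched genes were counted on the mean FPKM of the 4 libraries, with thresholds of 0.1, 1 and 50 and 0.0001 added for ratios. Differences between P and NP were tested 2-sided with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 1), for genes with a mean FPKM above 0.1 in at least 1 dataset, with Benjamini-Hochberg adjustment and a threshold of 0.1, as in the heading of Table S3. Gene families were tested with camera in limma with a preset correlation of 0.01, adjusted over 17 families. Their abundance was measured as the share of pairs of a family gene and another gene in which the family gene had the higher FPKM, within each library. Principal components were computed on centred log2(FPKM + 1) without scaling for genes with a mean FPKM above 1. Single values per library were compared by exact permutation tests over 70 assignments, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9, and sequences were compared with blastn 2.17.0.

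The genes named are those that the paper names by symbol for these libraries, or that were taken here for a product it describes. As an exception, glutathione peroxidases and peroxiredoxins were taken only as members of the antioxidant family. Where only a product was described, the symbol was chosen here, for the transporters from a leading edge of the paper's gene set analysis. Added to these were, in each direction, up to 5 genes with the largest log2 fold change among those called by limma, with no overlap between the datasets and a mean FPKM above 10 in the higher one. This rule gave 53 genes. It was written before the FPKM values per library were examined but after Tables S1 and S3 had been read, so the values in those tables count as seen. Lars2, Gm15564 and Tubb4b fall outside the rule and were chosen after their values had been seen. Cell type genes were listed in advance for a check of follicle cell RNA only, and no cell types were called.

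The steps were tested on simulated data, with library sizes drawn at random over about the range recovered here. Genes matched by symbol and chromosome had their annotated exon length and the others a random one. The search for other lengths, used for 6154 genes of the data, was therefore tested only on genes without that match. The recovered numbers had an error of 0% and 99.9% of 15287 recovered genes had the simulated reads in every library. Of 200 genes simulated with a log2 change of 3, 96.5% were 2-fold changed in the simulated direction and limma called 57 (28.5%), with 5 calls among unchanged genes and none in the wrong direction. A family of 76 genes shifted by a simulated log2 change of −1.5 was called by camera (adjusted p = 1.79e-24) and no other family was. The simulated noise was independent between genes, so this does not test false family calls that come from correlation between genes.

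Alternatives covered the pseudocount, the filter on low FPKM values, the normalization between libraries, the weighting of libraries, the threshold of the test, the summary over replicates, the transcript length, the family test, and leaving out each library in turn. Most alternatives were set before the data were examined. Chosen afterwards were voom on the recovered reads, scaling to one median FPKM and quantile normalization for the 2-fold counts, median centring and quantile normalization for the families, median centring for the named genes and the restriction of the length comparison to the genes of the authors' deposited table. The gene set database used by the authors was not used here, and the individual reads were not analysed.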

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

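The tests on Lars2 in this part and the comparison on log2(FPKM + 1) were chosen only after the results had been seen. No other test is reported in this part, and library values were compared within a dataset by the gap of the most distant library over the range of the 4.

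NP replicate 3 stood apart from the other NP libraries in the sum of its FPKM values, 436552 against 575667 to 598777, and in the number of genes with an FPKM above 0, 13753 against 11703 to 11982. Its depth argues against sequencing depth as the whole reason, since NP replicate 4 was scaled to a higher number, 7594637 against 7278851, and had 11841 genes. After all libraries were thinned to the shallowest, NP replicate 3 still had the most genes with recovered reads, 11779 against 10475 to 11325 in the other NP libraries, but its gap over the range fell from 0.824 to 0.348 among these genes. Depth therefore stays open as part of the reason for the number of genes. The sum of the oocyte genes was the lowest of the 8 in this library, 6409 against 8489 to 34218, while the sum of the follicle cell genes, 93.7, was below the 94.2 of NP replicate 4. The share of 1.46%, the highest of the 8, therefore does not show more follicle cell RNA in this library than in NP replicate 4. Differences between library preparations and between the pools of oocytes remain open, and the design names no condition that sets this library apart.

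For 15 gene values, one library lay far from the other 3 of its dataset. In NP replicate 4 these were Ldhb with an FPKM of 2631 (others 489 to 717), Sod1 with 546 (102 to 178), Snrpc with 226 (80.2 to 96.8) and Lsp1 with 1218 (24.3 to 131). In P replicate 4 they were Slc35a2 with 3304 (0.810 to 4.77), Slc35b2 with 134 (0.0967 to 14.1), Slc28a1 with 28.9 (0 to 0.0721) and Sod1 with 677 (123 to 137). In P replicate 1 they were Ccnb2 with 535 (3.07 to 23.0), Gsto1 with 15.4 (0 to 0.158), Nme5 with 3.69 (0 to 0.270), Lsp1 with 18.3 (9.65 to 11.0) and Tmem120a with 10.3 (3.21 to 3.85). In P replicate 3, Sap30bp was lowest with 24.8 (37.0 to 39.1), and Ldha was above 0 with 0.377, the other P libraries being at 0.

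Together with the 2 values of NP replicate 3, 17 of the 122 groups of 4 values compared held such a value, where chance gives about 1 in 20, or 6.1, for normally distributed values only. FPKM values are skewed, and 14 of the 15 gene values were high ones, so the excess over 6.1 was not tested. On log2(FPKM + 1), 10 of the 106 groups of gene values held such a value. Of the 17 values on the FPKM scale, 11 were in P and 6 in NP, none of them in replicates 1 and 2 of NP or replicate 2 of P. Many of the genes were chosen by the study from these libraries, so they are not a random set. A depth difference argues poorly for a single gene, because the genes of one library share its depth and most named genes of P replicate 4 and NP replicate 4 did not stand apart. Uneven amplification of single transcripts from a small input was not tested, since it would need molecular identifiers or a repeat of the same RNA. The design names no condition that differs between the 4 libraries of a dataset, and no biological explanation was tested. Differences between the pools of oocytes stay open, since Sod1 stood apart in both libraries of replicate 4.

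Lars2, which the paper's text does not discuss, had the highest mean FPKM of all genes in P, 7345 ± 13114 (SD, n = 4), and ranked 9th in NP with 2296 ± 1947 (SD, n = 4). The mean in P rested on P replicate 2, with 27009, which was 6.13% of the FPKM of that library, and the datasets did not differ (exact permutation test, 2-sided, p = 0.886). Reads shared with another locus are a candidate explanation. Lars2 and Gm15564, on chromosome 16 of GRCm38, share a stretch of 72 bp with 71 identical bases (98.6%), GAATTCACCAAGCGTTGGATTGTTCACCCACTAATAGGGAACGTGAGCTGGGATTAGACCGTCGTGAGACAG, which lies on chromosome 9 from 123462048 to 123462119 in Lars2 and on chromosome 16 from 35981725 to 35981796 in Gm15564, and which has 12 places in the genome. Of 1311 genes with a mean FPKM above 100, Gm15564 ranked 1 by the steadiness of its ratio to Lars2 over the 8 libraries. The ratio stayed between 0.639 and 0.945 (SD of its log2 0.19, next gene 1.31), while the FPKM of Lars2 varied 66.7-fold. Whether these reads come from ribosomal RNA cannot be told apart from other origins here, because the search for stretches shared with the annotated ribosomal RNAs found 0 but the 28S RNA in the reference is 420 bp long and so not complete. A biological difference between the P libraries that changes both transcripts together stays open as well and was not tested.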

How the results depend on the processing

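Voom, scaling to one median FPKM and quantile normalization for the 2-fold counts, median centring and quantile normalization for families, median centring for named genes, and the length comparison within the authors' deposited table were chosen after the data had been seen.

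The excess of 2-fold genes in NP over P did not hold under all scalings. With every library scaled to one median FPKM there were 3893 in NP and 4801 in P (FPKM > 0.1), or 2386 and 3953 (FPKM > 1), and after quantile normalization 3566 and 4200, or 2510 and 2970. Under the other alternatives run NP kept the higher count. With centred log ratios there were 5055 in NP and 2956 in P (FPKM > 0.1), or 3415 and 2272 (FPKM > 1). The length and P/NP correlation became −0.004 without P replicate 3, and the correlations of length and FPKM became positive among transcripts under 1000 bp. Requiring an FPKM above 0.1 in at least 3 of 4 replicates or taking the median of the replicates changed the genes detected only in P from 628 to 263 and 312. Both rules also change which genes count as undetected in NP, so these genes are not subsets of the 628. Requiring 3 of 4 replicates changed those above 50 in P from 1847 to 1206, a rule that 1 high library alone cannot meet. With a pseudocount of 1 the 2-fold genes were 3464 in NP and 1407 in P, and with replicates averaged on the log2 scale those in P were 1074 (FPKM > 0.1) and 906 (FPKM > 1). The cause was not tested. Without single libraries the genes in both datasets were 10967 to 11487, only in NP 1775 to 2697, only in P 491 to 875 and above 50 in P 1779 to 1890, and the 2-fold genes were 5299 to 6765 in NP and 2145 to 3012 in P (FPKM > 0.1), or 3943 to 4808 and 1672 to 2189 (FPKM > 1). The upper values of genes only in P and 2-fold in P are those without NP replicate 3.

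The number of genes called by limma was 3, all in NP, and it was 1 with no filter, 5 with a pseudocount of 0.1 and with FPKM > 1 as the filter, 2 with array weights, and 0 with a pseudocount of 0.0001, quantile normalization, median centring or an adjusted p below 0.05. Beside those counts of 0, unadjusted p values below 0.05 numbered 1606, 942, 2175 and 1422. At an unadjusted p below 0.01 there were 340 genes, 332 in NP and 8 in P. Voom called 125, 123 in NP and 2 in P. Without single libraries there were 0 to 5 calls, and 0 in P throughout, with 1098 to 1598 genes at an unadjusted p below 0.05. The count was 0 without each of the NP libraries and without P replicate 3, with fewer samples, 5 without P replicate 1 and 2 without P replicate 4. With the replicate number as a block limma called 1 gene, and Morc1 and AC132131.1 were lost, while camera called 6 families and lost the spliceosomal proteins. The block changed no other call.

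For PC1, a pseudocount of 0.1 gave a share of 26.7%, and the separation of the datasets on PC1 rose to 166 with p = 0.029 by exact permutation, and scaled genes, with a separation of 77.0, gave the same p. Without single libraries PC1 held 25.0% to 29.7%, PC2 20.4% to 24.0% and the separation was 64.5 to 122. The difference in spread was 17.0 to 46.3 without single libraries, no longer past an exact permutation p of 0.05 without each P library (distances to a centroid shrink with fewer libraries), and 0.105 by Spearman's rho (p = 0.0857 by exact permutation). The correlation of the means was 0.882 with log2(FPKM + 1), 0.883 over all genes with log2(FPKM + 0.0001) and 0.745 on the linear scale, and 0.798 to 0.827 without single libraries. The length correlation was 0.300 within the authors' deposited table and −0.004 to 0.100 without single libraries, with −0.080 to −0.027 for length and FPKM in NP and −0.063 to −0.029 in P. The cause was not tested.

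With FPKM > 0.1 as the filter on the comparison genes, which adds low genes by construction, the abundance shares were 60.8% for mitochondrial ribosomal proteins, 74.5% for proteasome subunits, 58.0% for glycolytic and gluconeogenic enzymes, 81.0% for CCT chaperonins, 66.3% for spliceosomal proteins, 65.2% for basal transcription factors, 88.7% for oocyte meiosis and 69.4% for the polysome category. The other families moved by less than their SD, and so did every family without a single P library.

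Of 255 comparisons of a family under an alternative, 192 kept the direction and the side of the threshold, 27 lost a call, 12 gained one and 24 changed direction. Camera called 7 families, 3 under fry, 1 with an estimated correlation, 6 with median centring and 5 with quantile normalization, 4 of them shared with the original calls in each of the last cases, and 4 to 9 without single libraries, with 4 without P replicate 1. Fry, which tests against no change, reversed the direction for cytochrome c oxidase (median −0.0137), ATP synthase (−0.40), V-type ATPase (−0.14), proteasome (−0.29), tubulins (−0.59), initiation factors (−0.21), spliceosomal proteins (−0.13), antioxidants (−0.22) and oocyte meiosis (−0.17), which follows from the comparison it makes. For ATP synthase and tubulins the direction of the test reversed with median centring (differences of −0.00586 and −0.20) and quantile normalization (0.0343 and −0.25). Without single libraries it reversed at least once, with differences over these fits, for cytosolic ribosomal proteins (−0.67 to −0.0538), cytochrome c oxidase (−0.14 to 1.17), NADH:ubiquinone oxidoreductase (−0.68 to −0.0806), ATP synthase (−0.55 to 0.24), tubulins (−0.28 to 0.0487), basal transcription factors (−0.42 to 0.000142) and antioxidants (−0.23 to 0.70).

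Of 635 comparisons of a named gene under an alternative, 574 kept the direction and the side of the threshold, 23 lost a call, 5 gained one and 33 changed direction. The calls lost were those of Tmem104, Morc1 and AC132131.1, and calls were gained by Nme5, Upp1 and Snrpc. Median centring turned Dazl to 0.72, Mos to 0.68, Ccnb1 to 0.0648, Aurka to 0.52, Ldha to 0.38, Slc35b2 to 0.43 and Sod2 to 0.48. These changes of direction follow from a shift that is the same for every gene. A pseudocount of 0.1 turned Slc28a1 to −0.82 and Gsto1 to −0.0841, and voom turned Mos to 0.0840, Slc28a1 to −1.38 and Gsto1 to −0.23. Without single libraries the log2 fold change ranged over 0 for Dazl (−0.56 to 0.40), Mos (−0.36 to 0.15), Aurka (−0.54 to 0.0397), Slc35a2 (−0.00897 to 3.60), Slc35b2 (−1.53 to 0.78), Slc28a1 (−1.05 to 0.58), Txnrd1 (−0.10 to 1.04), Sod1 (−0.50 to 0.61), Sod2 (−0.90 to 0.43) and Gsto1 (−0.78 to 0.68). None of these was called. The P/NP ratio of means fell from 330 to 0.895 for Slc35a2, from 5.03 to 0.0167 for Slc28a1, from 2.77 to 0.483 for Slc35b2 and from 7.99 to 2.33 for Paox without P replicate 4, and from 1.54 to 0.154 for Ccnb2 without P replicate 1. It became 2.02 for Sod1 without NP replicate 4 and 0.554 without P replicate 4, 9.80 for Gsto1 without NP replicate 1 and 0.0422 without P replicate 1, and for Ldha 0.673 without NP replicate 3, 0 without P replicate 3 and 0.469 from geometric means, which gave 4.51 for Ttc5. The cause was not tested. Depth limits the genes near an FPKM of 0.1, where a single read decides a value.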

Differences from the paper's values

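The paper reports 355 transcripts as differing between NP and P, and limma on the FPKM values called 3. Of the alternatives set before the data were examined, only an unadjusted p below 0.01 came within 1.5 times the paper's number, with 340 genes, 152 of them among the paper's 355, so that it drops 203. With the replicate number as a block, without a filter, with pseudocounts of 0.1 and 0.0001, with FPKM > 1 as the filter, after quantile normalization, after median centring, with array weights, at an adjusted p below 0.05 and without each single library, the count stayed between 0 and 5 and differed from the paper's. Voom, chosen after seeing the values, called 125 genes, 100 of them among the paper's 355, and drops 255. Among the transcripts of the paper that limma did not call at first, Nme5 was called with a pseudocount of 0.1, without P replicate 1 and by voom, and Upp1 and Snrpc were called by voom. With a pseudocount of 0.1 and with FPKM > 1 as the filter, 5 of the paper's transcripts were called in each case.

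Of the paper's 355 transcripts, the supplement gives 74 as higher in P and 281 as higher in NP, against 0 and 3 by limma here. For those higher in P, no alternative set before the data were examined came within the paper's number, the highest being 8 at an unadjusted p below 0.01, and voom called 2. For those higher in NP, an unadjusted p below 0.01 gave 332 genes, which is within 1.5 times the paper's number, and the other alternatives set beforehand did not reach it. All 355 had the same direction in both.

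The correlation of gene expression between the datasets is about 0.94 in Fig. 4b, read by eye, and 0.826 here. The alternatives set before the data were examined gave 0.882, 0.883 and 0.745, and 0.798 to 0.827 without single libraries, and none of them reached the paper's value.

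For transcripts under 1000 bp, the correlation of length and expression in P is about 0.033 in Fig. S6, read by eye, and 0.0985 here. No alternative set beforehand was computed for this class of transcripts.

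The paper places the NP and P libraries in separate groups on PC1. Here P replicate 1 (−17.9) lay below NP replicate 4 (−16.8), while the datasets were apart on PC1 with scaled genes, with a pseudocount of 0.1, and without P replicate 1 or NP replicate 4.

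The paper describes cytochrome c oxidase subunits as enriched in polysomes. Here 6 of 13 were higher in P, with a median log2 fold change of −0.01, although they lay 0.38 above the other genes. More than 6 were higher in P without P replicate 2 (7), without P replicate 3 (8) and without NP replicate 4 (8). Fewer were without P replicate 4 (3, median −0.50) and with a pseudocount of 0.1 (5). There were 11 of 13 (median 0.75) with median-centred libraries and 8 of 13 (median 0.40) after quantile normalization, both chosen after seeing the values. Median centring shifts every gene alike, so the difference from the other genes stayed at 0.38 (camera in limma, adjusted p = 0.894). The paper describes many antioxidant mRNAs as translationally activated, and 8 of 17 antioxidant genes were higher in P on the deposited scale. There were 9 without P replicate 2 and 10 without P replicate 3. The count was 6 without NP replicate 1, NP replicate 4, P replicate 1 or P replicate 4 and with a pseudocount of 0.1. It was 7 without NP replicate 3 and 7 of 16 without NP replicate 2. There were 12 (median 0.55) with median-centred libraries and 9 (median 0.20) after quantile normalization, both chosen after seeing the values. Median centring left the difference from the other genes at 0.18.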

Other observations

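The test of other divisions of the libraries for the gene families, the test of the scaling between libraries, and the distances between pairs of libraries for a single P library were chosen only after the results had been seen.

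With the FPKM values as deposited, more genes were 2-fold higher in NP than in P, 5800 against 2415, a ratio of 2.40. Technical explanations were tested on this ratio. A difference in depth between libraries would bring the ratio near 1 after thinning, and it was 2.36 with all libraries thinned to the shallowest. Transcripts missed in single P libraries would bring it near 1 among abundant genes, and it was 1.70 (585 against 344 genes) among the 2429 genes with a mean FPKM above 50, of which 82 (3.38%) had a P library at 0 and 17 (0.700%) an NP library. With the 100 genes of highest mean FPKM left out and the libraries rescaled it was 1.90, which argues against a few genes taking most of the FPKM. In 3 classes of genes of equal size by GC content it was 1.87, 2.59 and 2.83, and the lowest, 1.87, argues against GC content as the whole reason. On the scale of the FPKM values as deposited, each of these is excluded as the whole cause, although the ratio fell with rising FPKM, from 2.72 for genes between 0.1 and 1 to 1.70 above 50. The scaling between libraries is a candidate explanation for the excess itself. With every library scaled to one median FPKM the ratio was 0.811 (3893 against 4801 genes) and after quantile normalization it was 0.849 (3566 against 4200). More genes were then 2-fold higher in P. Centring the log ratios on −0.26, their median over genes with an FPKM above 1 in both datasets, kept the excess in NP (5055 against 2956). These scalings assume that typical values are alike in both pools, which the values do not decide. They also differ in where they place the typical gene. On log2(FPKM + 1), centring each library on its median changed the median log2 fold change from −0.39 to 0.38, while quantile normalization gave −0.02. Scaling to one median can therefore move the typical gene beyond equality toward P. A difference between the pools themselves stays open and was not tested otherwise.

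The P libraries were more spread out than the NP libraries, by a ratio of mean distances of 1.31. A depth difference as the cause was excluded by thinning, after which the ratio of the distances to the centroid was 1.32. An exact permutation test of these distances, which are not independent of each other, gave p = 0.029 (2-sided). The listed genes argue against a higher level of follicle cell RNA in P as the cause. Their sum reached at most 0.633% of that of the oocyte genes in a P library, whereas NP libraries reached 1.46%. The means were 0.346% ± 0.331 in P and 0.613% ± 0.635 in NP (SD, n = 4, exact permutation test, 2-sided, p = 0.4). Uneven follicle cell RNA between P libraries was not tested and stays open, since the share ranged from 0.00392% to 0.633% in P and from 0.124% to 1.46% in NP. Of the 13 follicle genes, Cyp19a1 and Nr5a2 carried most of this sum, and the 10 oocyte genes reached a mean FPKM of 5879 with Gdf9. A single P library far from the others would leave the other P libraries as close together as the NP libraries. It was excluded as the whole cause, since whichever P library was left out, every remaining pair of P libraries lay farther apart than every pair of NP libraries by the distance on log2 values, and by both measures used the mean over the P pairs exceeded that over the NP pairs by more than the SD of either. By 1 minus Spearman's rho single pairs overlapped without P replicate 3 (lowest P pair 0.300, highest NP pair 0.304) and without P replicate 4 (0.301 and 0.303), and the lowest ratio of means was 1.35, without P replicate 4 (exact permutation test, p = 0.171). The ratio of the mean distances on log2 values was lowest without P replicate 4, at 1.24, with 204 ± 10.4 in P (SD over 3 pairs) and 165 ± 20.9 in NP (SD over 6 pairs). P replicate 4 contributed to the difference, and by an exact permutation test of the labels this distance separated the datasets neither without that library (p = 0.114) nor with all 8 (p = 0.0857). Differences in the amount of RNA in the P pools, and a biological difference between NP and P, stay open as untested.

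Chance was tested by dividing the 8 libraries into 4 and 4 in all 35 ways. For the transcripts called by limma, 1 of the 35 ways, the real one, gave 3 or more calls, the next highest number being 1. At an unadjusted p below 0.01 the real division gave 340 genes against at most 294 in another. For the called gene families, 9 of the 35 ways gave 7 or more, the highest being 11. The 8 others with 7 or more each keep at least 1 pair of libraries with the same number together. Among the 8 divisions that part all 4 pairs, as the real one does, the real one gave the most families, 7 against at most 6, and the most limma calls, 3 against 0 (340 genes against at most 78 at an unadjusted p below 0.01), but 1 of 8 is the smallest share that these divisions allow. With the libraries taken as pairs only these 8 match the design, so chance can be excluded neither for the transcripts called by limma nor for the number of called families.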
